# Transcriptome and network analyses in *Saccharomyces cerevisiae* reveal that amphotericin B and lactoferrin synergy disrupt metal homeostasis and stress response

**DOI:** 10.1038/srep40232

**Published:** 2017-01-12

**Authors:** Chi Nam Ignatius Pang, Yu-Wen Lai, Leona T. Campbell, Sharon C.-A. Chen, Dee A. Carter, Marc R. Wilkins

## Abstract

Invasive fungal infections are difficult to treat. The few available antifungal drugs have problems with toxicity or efficacy, and resistance is increasing. To overcome these challenges, existing therapies may be enhanced by synergistic combination with another agent. Previously, we found amphotericin B (AMB) and the iron chelator, lactoferrin (LF), were synergistic against a range of different fungal pathogens. This study investigates the mechanism of AMB-LF synergy, using RNA-seq and network analyses. AMB treatment resulted in increased expression of genes involved in iron homeostasis and ATP synthesis. Unexpectedly, AMB-LF treatment did not lead to increased expression of iron and zinc homeostasis genes. However, genes involved in adaptive response to zinc deficiency and oxidative stress had decreased expression. The clustering of co-expressed genes and network analysis revealed that many iron and zinc homeostasis genes are targets of transcription factors Aft1p and Zap1p. The *aft1Δ* and *zap1Δ* mutants were hypersensitive to AMB and H_2_O_2_, suggesting they are key regulators of the drug response. Mechanistically, AMB-LF synergy could involve AMB affecting the integrity of the cell wall and membrane, permitting LF to disrupt intracellular processes. We suggest that Zap1p- and Aft1p-binding molecules could be combined with existing antifungals to serve as synergistic treatments.

Fungal infections, including invasive fungal disease, are on the rise, are often difficult to treat^1^, and there is a sparse drug development pipeline for new antifungals^2^. The amphipathic polyene amphotericin B (AMB) for many years has been the “workhorse” of antifungal therapy and considered the gold-standard treatment for most fungal infections due its broad antifungal spectrum of activity. However, it is toxic and difficult to administer, requiring intravenous infusion and continual clinical monitoring^3^. While less toxic, other antifungals are less potent, have a limited spectrum of activity or induce resistance, and there is invariably a trade-off between toxicity and efficacy. A promising strategy to enhance efficacy whilst reducing drug toxicity is to combine known antifungals with either existing drugs or small molecule adjuvants, with the aim of producing synergistic combinations^4^,^5^,^6^. Systematic screening for effective drug-drug and drug-adjuvant pairs have found synergistic interactions to be relatively uncommon (hit rates of 4–10%)^6^. While some agents, such as those that target the fungal cell membrane or cell wall have a higher tendency to participate in a synergistic combination^4^,^6^, the mechanistic basis for synergy is poorly understood^4^. Recent high-throughput chemical-genetic screens have identified genes that when deleted increase susceptibility to a single drug^7^,^8^ or combination of drugs^5^, assisting with the understanding of the mechanisms of synergy and prediction of novel synergistic drug pairs^9^,^10^. New drugs can be developed or existing drugs can be repurposed to realize the synergistic mechanism adding to therapeutic antifungal options^11^.

One approach to understand mechanisms of synergy is through ‘Omic’ analyses. These allow global changes in intracellular gene or protein abundance to be identified, enabling data-driven identification of the pathways that are disrupted by drug-drug interactions^12^. For example, transcriptome and proteome analyses have been used to investigate the mechanism of synergy between berberine and fluconazole in fluconazole-resistant *Candida albicans*^13^,^14^. Transcriptomics and proteomics have advantages over chemical-genetic screens as they require fewer resources and can be applied to different organisms or to drug-resistant strains. Known drug targets and genes or proteins that are differentially expressed following drug treatment can be mapped onto genetic, regulatory or protein-protein interaction networks to generate hypotheses on how synergy arises via the disruption of multiple interdependent pathways or processes^15^,^16^. Critically, it is known that genes and proteins involved in virulence and drug resistance can interact with each other physically or functionally within highly connected networks^17^,^18^, and that drug targets are often in close proximity in a network to genes or proteins that are differentially expressed upon drug treatment^19^. Therefore, the analysis of transcriptomic or proteomic data in the context of networks can reveal regions perturbed upon drug treatment, help characterize the mode-of-action of drugs and predict new drug targets^19^,^20^.

To identify synergistic combinations, we recently screened 30 pairs of various known antifungal agents and iron chelators^3^. AMB and lactoferrin (LF), a multifunctional iron chelating and antimicrobial protein present in milk and tears^21^, interacted synergistically against the model yeast *Saccharomyces cerevisiae* and the pathogen *Cryptococcus*. This combination has been previously shown to be synergistic against *C. albicans*^22^ and *Aspergillus fumigatus*^23^, suggesting it may have broad spectrum of activity^3^. The addition of exogenous iron rescued cells from the action of LF alone but could not rescue AMB-LF synergy, suggesting the synergistic mechanism involves additional properties of LF other than iron chelation^3^. LF alone has a relatively high MIC for *Saccharomyces* and *Cryptococcus* and this was greatly reduced by the presence of AMB, indicating that AMB potentiated activity, but the mechanism of this is unknown^3^.

*Saccharomyces cerevisiae* has rich annotation resources^24^ and the most comprehensively mapped intracellular networks of any eukaryotic organism^18^,^25^. As it shares evolutionarily conserved genes, pathways and networks with pathogenic fungi including *Cryptococcus, Candida* and *Aspergillus* where genomic resources are relatively lacking^17^, it is a useful model for analyzing cellular responses to antifungal agents. In this study, we first used RNA-seq to explore the transcriptomic response to drug synergy induced by AMB and LF. Transcriptome data indicated that AMB and LF interfered with the stress responses associated with dysregulated iron and zinc homeostasis. By network analysis the transcription factors Aft1p and Zap1p were identified as key regulators of these processes. Knockout of *AFT1* or *ZAP1* caused increased susceptibility to AMB, H_2_O_2_ and other stressing agents, suggesting that they or their homologs may be suitable targets for adjunct therapies with AMB.

## Results

### Differential gene expression induced by AMB and AMB-LF

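The RNA-seq data of the AMB and AMB-LF treatments come from 12 cultures, with 3 biological replicates in each of 4 groups. AMB was given at 0.03 µg/mL for 60 minutes, AMB-LF combined 0.03 µg/mL AMB with 2 µg/mL LF for 50 minutes, and each treatment had its own untreated control of the same duration. The libraries were sequenced as paired-end reads on a HiSeq2000. The authors mapped the reads to the R64 genome with TopHat and Bowtie, counted them on coding sequences with HTSeq without regard to strand or to reads in ambiguous overlaps, and deposited the counts without normalization. Between 6799569 and 8155002 reads per library were counted on genes under AMB, with a median of 7709759. The ranges were 7638062 to 8287153 in the control for AMB (median 7846810), 7279362 to 8674168 under AMB-LF (median 7454926), and 7884575 to 9696467 in the control for AMB-LF (median 7999090). The paper's reported average is 10 M reads per sample, and the counts on genes, which are used here, average 7.95 M. The labels place AMB replicates 1 and 2, control for AMB replicate 1, AMB-LF replicate 1 and all 3 controls for AMB-LF on lane 1, and the other 5 libraries on lane 2. Because AMB-LF replicate 1 and control for AMB replicate 1 are the only lane 1 libraries of their groups, a fit without either one takes the lane effect from the other groups. Comparisons with that group then lose precision, so a lost call can come from the lane term as well as from the library left out. The sample labels and Supplementary Fig. S2a assign the 6 untreated libraries to the 2 control groups in opposite ways. The sample labels were used, because the authors' deposited fold changes match the values computed with them (Pearson r = 1.0 across genes, which are not independent replicates), and the labels of Supplementary Fig. S2a were tried as an alternative. The deposited growth protocol also gives the durations of the 2 controls the other way around, and the durations matched to the treatments were used. Genes with at least 7 counts per 1 M (CPM) in at least 6 libraries were tested, which kept 5456 of 6692. All 12 libraries were scaled with edgeR's TMM method and fitted together with the lane as a covariate, and a gene was called increased or decreased at an adjusted p under 0.05. The paper's text names edgeR but not the test within it, and its quasi-likelihood test with Benjamini-Hochberg adjustment was used here. The likelihood ratio test, which a column of the authors' deposited table names, was an alternative. Expression values are in CPM after this scaling, and positions are those of the R64 annotation, to which 6008 of the identifiers matched, with 0.3% of the counts on the other 684.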

Wild type *S. cerevisiae* cultures were treated with AMB or AMB-LF according to the Materials and Methods (and Supplementary Figure S1). AMB and AMB-LF cultures were both harvested at their respective ID_20_, where levels of cellular stress would be similar and any confounding effects due to more rapid inhibition and death in the synergistic combination would be minimized. 

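With AMB, 1019 genes were increased and 1005 decreased relative to the control for AMB by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2536 genes had an unadjusted p under 0.05. In 53.7% of the genes tested, all 3 AMB libraries lay above or below all 3 controls, where chance gives 10% for 3 against 3. In the authors' deposited table for AMB, 887 of the increased and 880 of the decreased genes are called as well, and with edgeR's likelihood ratio test 998 genes were increased and 1014 decreased. Without control for AMB replicate 1 the counts fell to 553 and 421, and the alternative that moved them most, a fit to the lane 1 libraries alone chosen after seeing the data, gave 355 and 287. ARG3 (YJL088W) lies on chromosome X of R64 from 268799 to 269815 and had the largest increase among genes without overlap between the groups. ARG3 went from 12.1 ± 3.21 CPM to 116 ± 13.1 with AMB (SD, n = 3), a log2 fold change of 3.25 (standard error 0.21, adjusted p = 8.5e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by ARG1 (3.21), MEP2 (3.16), RTC2 (2.81) and ARG4 (2.61 log2 fold change). HXT1 (YHR094C) lies on chromosome VIII of R64 from 290913 to 292625 and had the largest decrease. HXT1 was at 415 ± 68.0 CPM in its control and 129.6 ± 4.35 under AMB (SD, n = 3), a log2 fold change of -1.69 (standard error 0.10, adjusted p = 6.2e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of its coding sequence, 1.2% of the 100-base windows also occur in HXT5, whose reads the authors' counting could not assign to 1 gene. The next decreases were those of EFM3 (-1.66), TDH2 (-1.63), NSR1 (-1.60) and EFG1 (-1.55 log2 fold change), and TDH2 shares 12.8% of its windows with TDH1 and TDH3. With the control labels of Supplementary Fig. S2a the change in NSR1 was 0.38, and that in EFG1 was -0.042, neither of them called, and against all 6 untreated libraries as 1 control neither was called at -0.88 and -0.97.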

The transcriptome of AMB treatment had 907 and 921 genes with a significantly increased, or decreased level of expression, respectively, compared to the matched control. In the AMB-LF treatment, there were 748 and 689 genes with an increased, or decreased level of expression, respectively, compared to a separate matched control (adjusted p-values < 0.05, Supplementary Figure S1–3 and Data S1). 

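In the deposited counts of AMB-LF, 770 genes were increased and 825 decreased by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2244 genes had an unadjusted p under 0.05. Groups did not overlap in 50.8% of the genes, and 688 of the increased and 669 of the decreased genes are also called in the authors' deposited table. The likelihood ratio test gave 795 and 804. Leaving out AMB-LF replicate 1 lowered the counts to 299 and 171, and without control for AMB-LF replicate 1 the decreased genes numbered 549. With scaling to library size only, 30.1% of the called genes were increased (559 against 1296 decreased) in place of 48.3%, and the median log2 fold change of all genes was -0.104 in place of -0.009. MEP2 (YNL142W) lies on chromosome XIV of R64 from 357453 to 358952. MEP2 went from 97.7 ± 16.4 CPM to 2534 ± 977 with AMB-LF (SD, n = 3), a log2 fold change of 4.72 (standard error 0.32, adjusted p = 1.7e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GAP1 (3.48), ARG1 (3.26), DUR3 (3.23) and GLN1 (3.18) had the next largest log2 fold changes among the genes whose groups did not overlap. VEL1 (YGL258W) lies on chromosome VII of R64 from 11110 to 11730 and decreased the most. VEL1 was at 504 ± 386 CPM in its control and 12.0 ± 2.30 under AMB-LF (SD, n = 3), a log2 fold change of -5.48 (standard error 0.65, adjusted p = 1.0e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). YOR387C (-4.92), ADH4 (-4.45), RTC4 (-3.27) and GPG1 (-2.82 log2 fold change) followed. Under the control labels of Supplementary Fig. S2a the log2 fold changes were 0.74 for VEL1, 0.15 for YOR387C and 0.19 for RTC4, and ADH4 was at -0.23 and not called. Against all 6 untreated libraries taken as 1 control, none of VEL1, YOR387C, ADH4 and RTC4 was called, with log2 fold changes of -2.65, -2.46, -2.36 and -1.21. Both treatments increased 384 genes and decreased 266, 29 genes were increased by AMB and decreased by AMB-LF, and 57 the reverse. Across genes, which are not independent replicates, the log2 fold changes of the treatments had a Pearson r of 0.421.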

No genes were significantly differentially expressed under LF treatment (Supplementary Figure S4), which was consistent with failure of LF to suppress *S. cerevisiae* growth compared to the control (Supplementary Figure S1). This treatment was therefore not further studied, and comparisons were limited to the AMB and AMB-LF treatments.

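The LF experiment held 3 cultures given 2 µg/mL LF for 50 minutes and 3 untreated controls, sequenced as single-end reads on a single lane of a NextSeq. The authors mapped and counted these reads with later versions of the same tools, and deposited unnormalized counts. Totals on genes ran from 23925944 to 28526820 under LF (median 27536894) and from 25778540 to 30172836 in the control for LF (median 28249642), on average 27.37 M, where the paper's reported average is 27 M reads. The 5445 genes with at least 7 CPM in at least 3 of the 6 libraries were tested as for the HiSeq libraries, without a lane term. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes were increased and 0 decreased, with 8 genes at an unadjusted p under 0.05. The count was also 0 with edgeR's likelihood ratio test, which had 1 gene at an unadjusted p under 0.05, and with DESeq2, which had 20. Supplementary Fig. S4a assigns the replicates to different days, and a fit with the replicate as a block again called 0 genes with the quasi-likelihood test, with 418 at an unadjusted p under 0.05. The fits without the block left the differences between days in the spread (common biological coefficient of variation 0.179, against 0.0557 with the block). They had far fewer genes at an unadjusted p under 0.05 than chance alone gives. Their 0 calls are therefore weak evidence against an effect of LF. In that blocked fit, edgeR's likelihood ratio test called 7 increased and 13 decreased genes and DESeq2 called 0 and 1, both chosen after seeing the data. On counts simulated without days, with log2 changes of 0.5 to 3, the quasi-likelihood test without the block recovered 74.5% of 200 changed genes, and 3.2% of its calls were false, against 17% for the likelihood ratio test and 19.2% for DESeq2. The likelihood ratio test and DESeq2 were also fitted without the block there. These shares therefore do not measure the false calls, or the recovery, of the blocked fits. From the absence of differentially expressed genes and of growth suppression, the paper reasons that LF alone was not to be studied further.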

### Gene Ontology analysis reveals enrichment of metal ion homeostasis and stress response among differentially expressed and co-regulated genes

To identify the biological processes associated with treatment using AMB alone or in combination with LF, the two lists of differentially expressed genes (with increased or decreased expression) from both the AMB only and AMB-LF treatments (see above) were separately analyzed for enrichment of Gene Ontology (GO) terms^26^. We used the ClueGO tool to search for enriched GO terms and took the most significant GO term from each group as a representative^27^ (see Supplementary Methods). GO terms with adjusted p-values of < 0.05 indicate significant enrichment in query genes compared to the background of the total set of yeast genes.

Genes with increased expression following AMB treatment were associated with nine significantly enriched biological processes, including metabolic processes (amine, amino acids, ketone, amide and glycogen), transport of iron, nitrogen compounds, and carboxylic acid and mitochondrion degradation (Fig. 1). In addition, five significantly enriched GO biological processes were identified among genes with decreased expression, including those related to ribosomal biogenesis, ncRNA processing and metabolic pathways that involve ribonucleoside monophosphate, one-carbon metabolism and ergosterol (Fig. 1).

Following AMB-LF treatment, genes with increased expression were significantly enriched for processes involved in maintaining protein expression and metabolism (Fig. 1 and Supplementary Data S1). These included ribosome biogenesis, cytoplasmic translation, ncRNA processing, metabolic pathways (amine, amino acid, ketone and amide), and transport of nitrogen compounds and anions. 

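Of the 133 tested genes for cytoplasmic ribosomal proteins, 119 were increased and 0 decreased under AMB-LF by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, or 129 and 0 adjusted over the list alone. The median log2 fold change was 0.64, and 132 of the 133 values were positive. As a set, the genes moved further than the others by limma's camera test with a preset correlation of 0.01 between genes (adjusted p = 1.5e-25, Benjamini-Hochberg adjustment over the 2 treatments). Under AMB the median was -0.21, with 2 genes increased and 9 decreased, or 0 and 0 adjusted over the list alone. Under AMB, limma's camera gave adjusted p = 4.4e-05 with the same adjustment. The call for AMB-LF holds under limma's fry test (p = 0.0055) but not in camera with an estimated correlation of 0.759 (p = 0.15), and the call for AMB holds under neither (p = 0.23 and 0.55). Between the untreated groups, 131 of the genes were lower in the control for AMB-LF than in the control for AMB, with a median of -0.88. Taking all 6 untreated libraries as 1 control, the medians were 0.040 for AMB-LF and 0.19 for AMB, and with the control labels of Supplementary Fig. S2a they were -0.27 and 0.68.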

Genes with decreased expression were enriched for processes involved in the redox stress response and protein quality control in the endoplasmic reticulum (ER) (Fig. 1). These included cell redox homeostasis, protein folding and catabolism in the ER, and other metabolic processes that involve phospholipids, ergosterol and hexose.

To assess how co-regulated processes contributed to the response to drug treatments, self-organizing maps (SOMs) were used to cluster genes based on their profile of expression across all samples, with the assumption that genes involved in similar processes or pathways are likely to be co-regulated via a shared mechanism. Transcript data from the AMB and AMB-LF treatments were first organized in two SOMs to identify clusters of genes with correlated expression patterns (Supplementary Figure S5 and Data S2, S3). Each cluster from each map was then analyzed for enriched GO biological processes. Since changes in biological processes can represent the effect of the drug or the disruption of processes downstream, such as inhibition of cell growth, we focused on a small set of processes likely to be a direct response to AMB^28^ and LF^29^,^30^. These included metal ion homeostasis, ER-associated ubiquitin-dependent protein catabolic process, protein refolding, and cellular response to redox homeostasis (Table 1, Fig. 2 and Supplementary Data S3). Effects that were likely to be secondary or downstream as a result of drug treatment, such as changes in ncRNA processing, ribosome biogenesis, translation and the metabolism of nitrogen and amino acids, are not further discussed but are included as Supplementary Data S3.

### AMB treatment activates expression of metal ion homeostasis genes, which becomes dysregulated with AMB-LF treatment

Cells subjected to AMB treatment had an increased, coordinated expression of genes involved in metal ion homeostasis (Table 1). In contrast, the mRNAs associated with many of these processes were down-regulated or were no longer differentially expressed during AMB-LF treatment. 

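Table 1 lists 3 groups of metal ion genes with increased expression under AMB, and each of their genes was also increased in the fit to the deposited counts by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold changes had a median of 0.65 for the 4 genes of iron-sulfur cluster assembly, 0.80 for the 6 genes of iron uptake and siderophore transport, and 0.46 for the 3 genes of copper ion transport. Because the study chose these genes on the same libraries, the counts adjusted over the list alone, which were the same, are not independent evidence. With control for AMB replicate 1 left out, the iron group had 2 genes called, and without AMB replicate 2 or control for AMB replicate 2 it had 4. Against the 6 untreated libraries as 1 control, 0 of the 6 iron genes and 0 of the 3 copper genes were called, with medians of 0.25 and 0.21. When the controls were labelled as in Supplementary Fig. S2a, again 0 were called in either group, and the medians were -0.20 and 0.065. Compared directly, the control for AMB-LF was higher than the control for AMB in all 6 iron genes (median 1.19) and all 3 copper genes (median 0.47). All 4 iron-sulfur genes were lower in the control for AMB-LF (median -0.235), and of these CIA2 and NAR1 were called.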

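Under AMB-LF, 0 of the 6 iron uptake genes and 0 of the 3 copper genes of Table 1 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with median log2 fold changes of -0.50 and -0.024. The 4 iron-sulfur genes were all increased, with a median of 0.58. The difference between the responses was tested itself, as the change under AMB-LF minus the change under AMB, each against its own control. It was called for 957 genes, with 550 higher and 407 lower under AMB-LF, and 1791 genes had an unadjusted p under 0.05. Of the Table 1 genes, ARN1, ARN2, FIT2, FIT3, SCO1 and PIC2 were among the lower ones, and 0 of the iron-sulfur genes differed. Left without AMB-LF replicate 1 or without control for AMB replicate 1, the same test called 0 genes in all, with 1027 and 1228 at an unadjusted p under 0.05. Each is the only lane 1 library of its group, and the lane term then costs precision. The difference for ADH4 moved only from -4.126 to -4.117 and -4.138 and was no longer called. That for FIT2 moved from -2.61 to -1.83 without AMB-LF replicate 1. Decreased genes of this test numbered 269 without AMB replicate 2, 267 without AMB-LF replicate 2, 268 without control for AMB replicate 2 and 213 without control for AMB-LF replicate 1, where the increased ones numbered 328. In the fit without control for AMB-LF replicate 3 the test called 693 higher and 505 lower genes. In the lane 1 libraries alone, an alternative chosen after seeing the data, 4 genes were higher and 0 lower. Scaling to library size only gave 459 higher and 600 lower genes, 43.3% higher in place of 57.5%, with a median over all genes of -0.108 in place of -0.023.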

Biogenesis of iron-sulfur clusters in the mitochondria is required for the activation of iron import genes^31^. Consistent with this, the expression of genes involved in iron-sulfur cluster assembly, including those in the mitochondria, was up-regulated in both the AMB- (Fig. 2a) and the AMB-LF-treated cells (Supplementary Data S3). 

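ISU1 (YPL135W) lies on chromosome XVI of R64 from 297553 to 298050 and had the largest change of the iron-sulfur genes under AMB. ISU1 was at 60.3 ± 3.02 CPM in its control and 112 ± 3.52 under AMB (SD, n = 3), a log2 fold change of 0.88 (standard error 0.078, adjusted p = 9.2e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under AMB-LF its log2 fold change was 0.62 (standard error 0.086, adjusted p = 3.4e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CIA2 (YHR122W) lies on chromosome VIII of R64 from 353625 to 354320 and had the largest change of this group under AMB-LF. CIA2 went from 46.0 ± 1.46 CPM to 77.0 ± 6.20 with AMB-LF (SD, n = 3), a log2 fold change of 0.79 (standard error 0.090, adjusted p = 7.6e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The changes of ISA1 were 0.51 under AMB and 0.51 under AMB-LF, and those of NAR1 were 0.56 and 0.55. Of the genes that Supplementary Data S3 adds for AMB-LF, DRE2, TAH18 and YAH1, all 3 were increased under AMB-LF (median 0.63), and under AMB only DRE2 was called, at 0.23. Leaving AMB-LF replicate 1 out, 1 of these 3 was called under AMB-LF, and with any 1 AMB or control library left out DRE2 was not called under AMB. Tested between the responses, the difference was called for YAH1 alone, and for 0 of the 3 in 9 of the 12 fits without 1 library.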

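FIT2 (YOR382W) lies on chromosome XV of R64 from 1059531 to 1059992 and had the largest change under AMB among FIT2, FIT3, ARN1, ARN2, FRE2 and FRE3. FIT2 went from 217 ± 36.1 CPM to 825 ± 316 with AMB (SD, n = 3), a log2 fold change of 2.01 (standard error 0.44, adjusted p = 0.0045, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The changes of the other 5 genes lay between 0.58 and 1.33. Under AMB-LF, FIT2 was at 646 ± 231 CPM, with 883 ± 449 in the control for AMB-LF, a log2 fold change of -0.60 (standard error 0.48, adjusted p = 0.38, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FIT3 (YOR383C) lies on chromosome XV of R64 from 1060441 to 1061055. FIT3 was at 818 ± 442 CPM in its control and 478 ± 189 under AMB-LF (SD, n = 3), a log2 fold change of -1.02 (standard error 0.47, adjusted p = 0.12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without control for AMB-LF replicate 2, FIT3 was called as decreased (-1.36), as were 3 of the 6 genes in all, and over the fits without 1 library its change ranged from -1.36 to -0.51. For FIT2 the difference between the responses was -2.61 (standard error 0.73, adjusted p = 0.033, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This difference was not called without AMB-LF replicate 1 (-1.83) or 2 (-2.61), control for AMB replicate 1 (-2.45) or 2 (-2.59), or control for AMB-LF replicate 1 (-2.19). For the controls as labelled in Supplementary Fig. S2a, FIT2 changed by -0.14 under AMB and 1.56 under AMB-LF, and against the untreated libraries as 1 control its change under AMB was 0.67 and not called.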

While AMB treatment increased the expression of genes involved in iron uptake and transport of siderophores (Fig. 2b), which are small molecules that bind to iron^32^, these genes had little or no differential expression upon treatment with AMB-LF. The expression of genes involved in copper ion transport was only up-regulated with AMB treatment but not differentially expressed under AMB-LF treatment (Fig. 2c). 

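PIC2 (YER053C) lies on chromosome V of R64 from 258737 to 259639 and changed the most of the copper genes under AMB. PIC2 was at 85.4 ± 16.6 CPM in its control and 149.6 ± 6.26 under AMB (SD, n = 3), a log2 fold change of 0.84 (standard error 0.13, adjusted p = 7.4e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CTR2 and SCO1 changed by 0.37 and 0.46. SCO1 (YBR037C) lies on chromosome II of R64 from 310565 to 311452. SCO1 went from 112 ± 7.98 CPM to 106 ± 4.80 with AMB-LF (SD, n = 3), a log2 fold change of -0.065 (standard error 0.089, adjusted p = 0.61, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For PIC2 and CTR2 the changes under AMB-LF were -0.024 and 0.060. The difference between the responses was -0.87 for PIC2 and -0.52 for SCO1 (adjusted p = 0.024 and 0.024, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and neither was called without AMB-LF replicate 1 or without control for AMB replicate 1. With the control labels of Supplementary Fig. S2a all 3 genes were increased under AMB-LF, with a median of 0.41.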

The expression of zinc transport genes was only down-regulated by AMB-LF treatment (Fig. 2d).

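FET4 (YMR319C) lies on chromosome XIII of R64 from 912880 to 914538. FET4 was at 416 ± 58.7 CPM in its control and 142 ± 36.1 under AMB-LF (SD, n = 3), a log2 fold change of -1.65 (standard error 0.18, adjusted p = 6.5e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under AMB its change was -0.10 (standard error 0.16, adjusted p = 0.66), and the difference between the responses was -1.55 (adjusted p = 0.019, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That difference was not called without AMB-LF replicate 1 (-1.26) or without control for AMB replicate 1 (-1.46). ZRT3 (YKL175W) lies on chromosome XI of R64 from 118793 to 120304. ZRT3 went from 1030.2 ± 218 CPM to 270.4 ± 169 with AMB-LF (SD, n = 3), a log2 fold change of -2.14 (standard error 0.47, adjusted p = 0.0067, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With AMB-LF replicate 1 left out, the change in ZRT3 was -1.39 and not called, and of FET4, ZRT3 and MSC2 together 1 was then called. MSC2 changed by -0.46 under AMB-LF, and 0 of the 3 genes were called under AMB, with a median of -0.094. Tested between the responses, the difference was called for FET4 and MSC2 but not for ZRT3, and for all 3 without AMB-LF replicate 2, 1 without control for AMB-LF replicate 1 and 0 without AMB-LF replicate 1 or without control for AMB replicate 1. In the control for AMB-LF all 3 were higher than in the control for AMB, with a median of 1.49. Under the control labels of Supplementary Fig. S2a all 3 were decreased under AMB (median -1.59) and 0 under AMB-LF, where ZRT3 changed by 0.29. With all untreated libraries as 1 control 0 were called under AMB-LF.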

### Adaptive responses to zinc-deficiency are down-regulated during AMB-LF treatment

The sulfate assimilation pathway is normally repressed to limit oxidative stress during zinc deficiency^32^. 

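MET3 (YJR010W) lies on chromosome X of R64 from 456239 to 457774. MET3 was at 129.9 ± 30.6 CPM in its control and 68.9 ± 4.31 under AMB-LF (SD, n = 3), a log2 fold change of -0.87 (standard error 0.16, adjusted p = 0.0020, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the cultures given AMB its change was -0.14 (standard error 0.15, adjusted p = 0.49, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MET16 changed by -0.85 under AMB-LF and 0.11 under AMB. The difference between the responses was called for both, at -0.74 for MET3 and -0.96 for MET16, and for neither without AMB-LF replicate 1 or without control for AMB replicate 1. Leaving out any 1 library except control for AMB-LF replicate 2 or 3 left at most 1 of them called. Both were higher in the control for AMB-LF than in the control for AMB, with a median log2 fold change of 0.76. When the controls were labelled as in Supplementary Fig. S2a, MET3 changed by -0.98 under AMB, where both genes were then called, and by -0.027 under AMB-LF, where neither was. Against the 6 untreated libraries as 1 control MET3 changed by -0.37 under AMB-LF and was not called.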

Genes in this pathway were found to decrease in expression following AMB-LF treatment (Fig. 2e). As part of the unfolded protein response, genes associated with protein degradation in the ER and vacuole are normally up-regulated by zinc depletion and increased oxidative stress^32^,^33^, however genes involved in these processes were also found to be decreased in expression following AMB-LF treatment. Similarly, although genes involved in ER-associated protein catabolic process increased in expression following AMB treatment (Fig. 2a), they decreased relative to their control following AMB-LF treatment (Fig. 2e and f). 

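NAS2 (YIL007C) lies on chromosome IX of R64 from 342994 to 343656. NAS2 went from 35.6 ± 1.89 CPM to 49.3 ± 4.23 with AMB (SD, n = 3), a log2 fold change of 0.49 (standard error 0.081, adjusted p = 9.1e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 11 proteolysis genes that Table 1 lists for AMB were increased, with log2 fold changes from 0.26 to 0.49. Of these, 3 were called without control for AMB replicate 1, 8 without AMB replicate 2 and 9 without control for AMB replicate 2, and 2 against all untreated libraries as 1 control. Under AMB-LF 0 of the 11 were called, with a median of -0.025. For the controls as labelled in Supplementary Fig. S2a, 0 were called under AMB and 8 were increased under AMB-LF, with a median of 0.26 there. The largest change under AMB-LF was in UBX5. UBX5 (YDR330W) lies on chromosome IV of R64 from 1127872 to 1129374. UBX5 was at 99.8 ± 5.76 CPM in its control and 92.4 ± 3.34 under AMB-LF (SD, n = 3), a log2 fold change of -0.16 (standard error 0.071, adjusted p = 0.11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). UBX5 was called as decreased without control for AMB-LF replicate 2 (-0.20) and with scaling to library size only (-0.26), and ranged from -0.20 to -0.086 over the fits without 1 library. The difference between the responses was called for UBX5 and NAS2, and for 7 genes adjusted over the list alone. It was called for 0 without AMB-LF replicate 1 or without control for AMB replicate 1, for 1 without control for AMB-LF replicate 1, for 3 without AMB-LF replicate 3, and for 4 without control for AMB replicate 3 or control for AMB-LF replicate 2. Of the 5 genes DER1, DFM1, JEM1, LCL2 and UBC7 that Table 1 lists for AMB-LF, all but DFM1 were decreased there, with a median of -0.73. The count adjusted over the list alone was 5. The study chose the lists of Table 1 on these libraries, so neither this count nor the 7 above is independent evidence. LCL2 (YLR104W) lies on chromosome XII of R64 from 346585 to 346980. Under AMB-LF, LCL2 was at 43.1 ± 1.24 CPM against 77.2 ± 22.0 in the control (SD, n = 3), a log2 fold change of -0.82 (standard error 0.18, adjusted p = 0.0066, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the fit without AMB-LF replicate 1, 0 of the 5 were called, and LCL2 was at -0.78. Under AMB 0 of the 5 were called, and the largest change was in DER1. DER1 (YBR201W) lies on chromosome II of R64 from 623576 to 624211. DER1 was at 42.6 ± 3.32 CPM in its control and 39.2 ± 3.11 under AMB (SD, n = 3), a log2 fold change of -0.16 (standard error 0.21, adjusted p = 0.56, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ADD37 (YMR184W) lies on chromosome XIII of R64 from 628189 to 628785 and had the largest decrease among the other protein catabolic genes of Fig. 2f, ADD37, ATG19, HRD1 and HRD3. ADD37 went from 114 ± 35.9 CPM to 71.8 ± 5.12 with AMB-LF (SD, n = 3), a log2 fold change of -0.67 (standard error 0.20, adjusted p = 0.025, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 4 were decreased under AMB-LF, and 0 were called without AMB-LF replicate 1. ADD37 was then at -0.51, and was also not called without AMB-LF replicate 2 (-0.66). Under AMB, ADD37 changed by 0.40 and was not called, but was called in a fit to its 6 libraries alone (0.40) and, chosen after seeing the data, with the GC content and coding length trend removed (0.44). The responses differed in JEM1 and in these 4 genes, and in none of them without AMB-LF replicate 1 or without control for AMB replicate 1. JEM1 was not called either without AMB replicate 2 or 3, AMB-LF replicate 2 or control for AMB replicate 2. Without any 1 control for AMB-LF 2 of its group of 5 were called, and 2 of the 4 were called without AMB replicate 3. Between the untreated groups the 5 genes and these 4 were all higher in the control for AMB-LF, with medians of 0.66 and 0.58. With the control labels of Supplementary Fig. S2a all 5 genes and all 4 genes were decreased under AMB, with medians of -0.72 and -0.36, and ADD37 changed by 0.34 under AMB-LF.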

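ATG9 (YDL149W) lies on chromosome IV of R64 from 184925 to 187918. ATG9 was at 54.6 ± 3.42 CPM in its control and 39.0 ± 1.68 under AMB-LF (SD, n = 3), a log2 fold change of -0.51 (standard error 0.094, adjusted p = 0.0023, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the AMB cultures its change was 0.18 (standard error 0.086, adjusted p = 0.13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ATG19 (YOL082W) lies on chromosome XV of R64 from 168727 to 169974. ATG19 went from 270.2 ± 22.4 CPM to 188 ± 10.7 with AMB-LF (SD, n = 3), a log2 fold change of -0.53 (standard error 0.093, adjusted p = 0.0016, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ATG19 was increased under AMB, by 0.33 (standard error 0.083, adjusted p = 0.0095, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was not called there without control for AMB replicate 1 (0.34). With ATG23 and SNX4, all 4 genes of Table 1 were decreased under AMB-LF (median -0.46). Leaving AMB-LF replicate 1 out, 0 of them were called, ATG9 being at -0.43 and ATG19 at -0.38. ATG31 changed by -0.39 and was not called, so 2 of ATG9, ATG23 and ATG31 were called over all genes tested and 3 adjusted over the list alone, against 1 without control for AMB-LF replicate 1. The count over the list alone is not independent evidence here either, since the study chose the list on these libraries. Tested between the responses, the difference was called for ATG9, SNX4 and ATG19, for all 4 genes without replicate 3 of either control, and for 0 without AMB-LF replicate 1 or without control for AMB replicate 1. ATG9, SNX4, ATG23 and ATG19 were all higher in the control for AMB-LF than in the control for AMB (median 0.60). Under the control labels of Supplementary Fig. S2a, ATG9 changed by -0.41 under AMB and 0.083 under AMB-LF, and ATG19 by -0.35 and 0.15. Against the untreated libraries as 1 control ATG19 changed by -0.035 under AMB, and neither gene was called under AMB-LF.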

Genes involved in protein degradation in the vacuole, including the cytoplasm-to-vacuole targeting (CVT) and late nucleophagy processes, also had decreased expression with AMB-LF treatment (Fig. 2f). Overall, this suggests AMB-LF treatment resulted in stress adaptation pathways that are normally coordinated with zinc deficiency to become dysregulated.

### Protein kinase A signaling and apoptosis genes are up-regulated by AMB treatment but not by AMB-LF treatment

Protein kinase A (PKA) signaling regulates stress responses. It negatively regulates genes involved in iron uptake^34^, activates production of ROS in the mitochondria and activates apoptosis when the cell is exposed to antifungal drugs^28^. 

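TPK2 (YPL203W) lies on chromosome XVI of R64 from 166256 to 167398. TPK2 was at 121 ± 11.6 CPM in its control and 161 ± 10.8 under AMB (SD, n = 3), a log2 fold change of 0.43 (standard error 0.094, adjusted p = 0.0045, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without control for AMB replicate 1 TPK2 was not called, at 0.37. When the controls were labelled as in Supplementary Fig. S2a, its change was -0.039, and against all untreated libraries as 1 control it was 0.18, called in neither. SDH1 (YKL148C) lies on chromosome XI of R64 from 169207 to 171129 and changed the most of the electron transport genes SDH1, CYT1, QCR2, QCR6 and RIP1. Under AMB, SDH1 was at 179 ± 7.38 CPM against 138 ± 10.6 in the control (SD, n = 3), a log2 fold change of 0.37 (standard error 0.10, adjusted p = 0.017, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 5 were increased, with log2 fold changes from 0.25 to 0.37. With control for AMB replicate 1 left out, 2 of them were called, and SDH1 (0.36) was not. In the fit without control for AMB replicate 2 SDH1 (0.33) was the gene not called. Under AMB-LF only RIP1 was called (0.25), and SDH1 changed by 0.28 (standard error 0.12, adjusted p = 0.091, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SDH1 was called there without control for AMB-LF replicate 2 (0.38), without a lane term (0.28), with the control labels of Supplementary Fig. S2a (0.34) and against all untreated libraries as 1 control (0.32). Without that library, and with either of these other controls, 3 of the 5 genes were called. RIP1 was not called without AMB-LF replicate 1 or 3 or control for AMB-LF replicate 1 or 3. Between the responses, the difference was called for 0 of the 5 electron transport genes.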

Genes involved in PKA signaling and ATP synthesis-coupled electron transport in the mitochondria had increased expression following AMB treatment (Fig. 2c). Interestingly, reductive iron transport and trehalose and glycogen biosynthesis were also among the genes with increased expression under AMB treatment (Supplementary Data S2 and S3); these pathways are known to be repressed by PKA^34^. However, PKA transcripts were no longer differentially expressed following AMB-LF treatment. 

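Of the reductive iron transport genes of Fig. 3a, FET3 was increased under AMB and FTR1 was not called, with log2 fold changes of 0.60 and 0.23. The 4 trehalose genes of Supplementary Data S3 (PGM2, TPS1, TPS2 and UGP1) were all increased, with a median of 0.63 and a range from 0.54 to 0.95, as were the 7 glycogen genes (GAC1, GLC3, GSY1, GSY2, PGM2, PIG2 and UGP1), with a median of 0.88 and a range from 0.39 to 0.95. Leaving out control for AMB replicate 1 left 2 and 4 of them called, respectively. Under AMB-LF 0 genes of either group were called, with medians of -0.012 and 0.016. Between the responses, the difference was called for TPS1, PGM2, GLC3, PIG2 and GSY2, and for none of these without AMB-LF replicate 1 or without control for AMB replicate 1. Leaving control for AMB replicate 3 out, it was called for all 4 trehalose and 6 glycogen genes. All the genes were higher in the control for AMB-LF than in the control for AMB, with medians of 0.51 for the trehalose and 0.85 for the glycogen group. For the controls as labelled in Supplementary Fig. S2a, 0 were called under AMB and all were increased under AMB-LF, with medians of 0.52 and 0.74.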

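Under AMB-LF, TPK2 was at 160.1 ± 11.4 CPM against 164 ± 13.1 in the control (SD, n = 3), a log2 fold change of -0.069 (standard error 0.10, adjusted p = 0.65, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tested directly, the difference between the responses was -0.50 for TPK2 (standard error 0.15, adjusted p = 0.041, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call held in 4 of the 12 fits without 1 library, those without replicate 3 of AMB, AMB-LF or either control, and in the other 8 the difference lay between -0.50 and -0.35. Between the untreated groups TPK2 was higher in the control for AMB-LF, by 0.47. With the control labels of Supplementary Fig. S2a it was called as increased under AMB-LF, by 0.40.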

Since PKA signaling is responsible for activating apoptosis via actin aggregation and the accumulation of ROS in the mitochondria, we analyzed the genes known to be involved with these apoptosis and oxidative stress responses^24^,^28^. 

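Of the 29 genes in Supplementary Table S2, 16 were increased and 9 decreased under AMB by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. TDH2 had the largest decrease. TDH2 (YJR009C) lies on chromosome X of R64 from 453683 to 454681. TDH2 went from 3449 ± 48.6 CPM to 1123 ± 155 with AMB (SD, n = 3), a log2 fold change of -1.63 (standard error 0.19, adjusted p = 7.5e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under AMB-LF 3 genes of the table were increased (DRE2, STM1 and PDE2), 4 decreased (GCG1, OYE2, TDH2 and LOT6) and 22 not called. STM1 (YLR150W) lies on chromosome XII of R64 from 440467 to 441288 and had the largest increase there. STM1 was at 972 ± 235 CPM in its control and 1503 ± 115 under AMB-LF (SD, n = 3), a log2 fold change of 0.53 (standard error 0.16, adjusted p = 0.031, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). STM1 was not called without AMB-LF replicate 1 (0.61), 2 (0.54) or 3 (0.52), nor without control for AMB-LF replicate 1 (0.50) or 2 (0.41). Under AMB-LF TDH2 changed by -1.74. The counting could not assign reads that it shares with TDH1 and TDH3 to 1 gene. Without control for AMB replicate 1 the increased genes under AMB numbered 2 and the decreased ones 3, and without AMB-LF replicate 1 those under AMB-LF numbered 0 and 3. With AMB-LF replicate 3 left out, the increased ones numbered 1. The responses differed in 11 genes, 4 of them higher and 7 lower under AMB-LF, and in 9 and 10 adjusted over the list alone, which is not independent evidence for a table that lists genes called in these libraries. In the fit without control for AMB-LF replicate 1 the difference was called in 1 gene, and without AMB-LF replicate 1 or control for AMB replicate 1 in 0. Every other library left out, apart from replicate 3 of either control, gave 4 to 7 genes, and without these the higher and lower genes numbered 5 and 8 for the control for AMB and 8 and 9 for the control for AMB-LF. Under the control labels of Supplementary Fig. S2a 6 genes were increased under AMB and 9 under AMB-LF, where STM1 changed by -0.19.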

Although 15 genes involved in apoptosis were up-regulated by AMB treatment, following AMB-LF treatment most apoptotic genes were not differentially expressed (Supplementary Table S2). We also observed a lack of an acute response to oxidative stress under both AMB and AMB-LF treatments (Supplementary Table S3).

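Of the 72 genes in Supplementary Table S3, 33 were increased and 22 decreased under AMB, and 17 increased and 27 decreased under AMB-LF. Adjusted over the list alone, which is not independent evidence here either, the counts were 33 and 25 under AMB and 21 and 29 under AMB-LF. RCK1 (YGL158W) lies on chromosome VII of R64 from 207033 to 208571 and had the largest increase under both treatments. RCK1 was at 9.58 ± 1.88 CPM in its control and 47.6 ± 6.16 under AMB-LF (SD, n = 3), a log2 fold change of 2.34 (standard error 0.16, adjusted p = 1.8e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under AMB its change was 1.94 (standard error 0.14, adjusted p = 2.4e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LTV1 (YKL143W) lies on chromosome XI of R64 from 176781 to 178172 and had the largest decrease under AMB. LTV1 went from 71.0 ± 18.8 CPM to 35.2 ± 9.84 with AMB (SD, n = 3), a log2 fold change of -0.97 (standard error 0.23, adjusted p = 0.0073, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LTV1 was not called without control for AMB replicate 1 (-0.83), and changed by 0.53 with the control labels of Supplementary Fig. S2a. MXR1 (YER042W) lies on chromosome V of R64 from 234937 to 235491 and had the largest decrease under AMB-LF. MXR1 was at 75.1 ± 8.77 CPM in its control and 31.9 ± 1.14 under AMB-LF (SD, n = 3), a log2 fold change of -1.20 (standard error 0.12, adjusted p = 2.9e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving control for AMB replicate 1 out, the decreased genes under AMB numbered 7, and without control for AMB replicate 2 they numbered 14. Without AMB-LF replicate 1 the increased and decreased genes under AMB-LF numbered 7 and 7, and without control for AMB-LF replicate 1 the decreased ones numbered 18. The difference between the responses was called in 24 genes, 7 higher and 17 lower under AMB-LF, in 5 and 11 without control for AMB-LF replicate 1, and in 0 without AMB-LF replicate 1 or without control for AMB replicate 1.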

### Network analysis identifies Aft1p and Zap1p as regulators of gene expression in response to AMB and AMB-LF treatments

We hypothesized that transcription factors might be responsible for regulating the co-expression of genes in particular SOM clusters, and if so the target genes of a transcription factor would be over-represented in that cluster. Analysis of all the clusters identified 12 transcription factors whose targets were enriched among the co-expressed genes within their cluster (Supplementary Table S4). Of these, we focused on the transcription factors Aft1p and Zap1p since they are known to regulate the expression of genes involved in the enriched GO terms iron uptake and zinc ion transport^32^, respectively (Table 1). 

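AFT1 (YGL071W) lies on chromosome VII of R64 from 372012 to 374084. AFT1 was at 95.3 ± 4.60 CPM in its control and 118 ± 2.70 under AMB (SD, n = 3), a log2 fold change of 0.34 (standard error 0.078, adjusted p = 0.0061, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not called without control for AMB replicate 1 (0.33). Under AMB-LF, AFT1 was at 112 ± 7.52 CPM against 96.5 ± 10.2 in the control (SD, n = 3), a log2 fold change of 0.15 (standard error 0.086, adjusted p = 0.21, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). There it was called without a lane term (0.21) and with the control labels of Supplementary Fig. S2a (0.23). The responses of AFT1 differed by -0.19 (standard error 0.12, adjusted p = 0.31, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AFT2 (YPL202C) lies on chromosome XVI of R64 from 168088 to 169338. AFT2 went from 58.4 ± 1.60 CPM to 68.0 ± 3.04 with AMB (SD, n = 3), a log2 fold change of 0.23 (standard error 0.092, adjusted p = 0.074, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called under AMB in a fit to its 6 libraries alone (0.23), against all untreated libraries as 1 control (0.30) and with the control labels of Supplementary Fig. S2a (0.37). Under AMB-LF, AFT2 was at 61.2 ± 2.08 CPM against 52.3 ± 6.58 in the control (SD, n = 3), a log2 fold change of 0.22 (standard error 0.10, adjusted p = 0.13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).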

Although this analysis identified Aft2p, we focused the analysis on Aft1p as these are paralogs and share a high number of gene targets^32^ and only *AFT1* was significantly differentially expressed.

Network visualization was used to further understand how the expression of *AFT1*, and the Aft1p-binding targets involved in iron homeostasis, was affected in the two treatments (Fig. 3). 

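Fig. 3a shows FET3, FTR1, FRE1, FRE2, FRE3, FRE4, ARN1, ARN2, ENB1, SIT1, FIT1, FIT2 and FIT3 as iron uptake genes, and SIT1, ARN1, ARN2, FRE2, FET3, ENB1, FRE3, FIT2 and FIT3 were increased under AMB by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, 10 were increased, and the log2 fold changes of all the genes ranged from -0.13 to 2.01 with a median of 0.69. SIT1 (YEL065W) lies on chromosome V of R64 from 27657 to 29543. SIT1 went from 509 ± 52.0 CPM to 964 ± 70.8 with AMB (SD, n = 3), a log2 fold change of 0.92 (standard error 0.12, adjusted p = 1.9e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FET3 (YMR058W) lies on chromosome XIII of R64 from 388822 to 390732. FET3 was at 1700.0 ± 182 CPM in its control and 2535 ± 109 under AMB (SD, n = 3), a log2 fold change of 0.60 (standard error 0.13, adjusted p = 0.0044, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With control for AMB replicate 1 left out, FET3 was at 0.47 and 4 genes of the list were called. Without AMB replicate 2 or control for AMB replicate 2 there were 7. Against the 6 untreated libraries as 1 control 3 were increased, and with the control labels of Supplementary Fig. S2a 3 were increased and 2 decreased.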

During AMB treatment there was increased expression of *AFT1*, along with 9 of its 13 target genes involved in iron uptake. 

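FRA1 (YLL029W) lies on chromosome XII of R64 from 81461 to 83710. FRA1 was at 253 ± 13.5 CPM in its control and 340.3 ± 17.0 under AMB (SD, n = 3), a log2 fold change of 0.45 (standard error 0.074, adjusted p = 8.9e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GRX4 (YER174C) lies on chromosome V of R64 from 538434 to 539168. GRX4 went from 56.0 ± 3.65 CPM to 165 ± 11.3 with AMB (SD, n = 3), a log2 fold change of 1.53 (standard error 0.13, adjusted p = 6.6e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the other genes drawn with these regulators in Fig. 3a,b, GRX3 (-0.31) and FRA2 (-0.24) were decreased under AMB, and GRX3 (-0.46) also under AMB-LF. Under AMB-LF the log2 fold changes were 0.16 for FRA1 and 1.35 for GRX4 (standard errors 0.082 and 0.14, adjusted p = 0.17 and 4.2e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FRA1 was called under AMB-LF without a lane term (0.21), against all untreated libraries as 1 control (0.29) and with the control labels of Supplementary Fig. S2a (0.37). The responses of FRA1 differed by -0.30 (adjusted p = 0.11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This was called without AMB replicate 3 (-0.47), and ranged from -0.47 to -0.15 over the 12 fits without 1 library.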

There was also increased expression of *FRA1* and *GRX4* (Fig. 3a). This was accompanied by increased expression of *YAP5*, which encodes the transcription factor that activates *GRX4* expression^35^. 

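YAP5 (YIR018W) lies on chromosome IX of R64 from 384609 to 385346. YAP5 was at 37.3 ± 1.41 CPM in its control and 46.0 ± 3.93 under AMB (SD, n = 3), a log2 fold change of 0.31 (standard error 0.081, adjusted p = 0.011, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not called without AMB replicate 3 (0.27) or without control for AMB replicate 1 (0.29), nor against the untreated libraries as 1 control (0.12), and changed by -0.062 with the control labels of Supplementary Fig. S2a. Under AMB-LF, YAP5 was at 41.0 ± 1.32 CPM against 47.5 ± 2.15 in the control (SD, n = 3), a log2 fold change of -0.23 (standard error 0.088, adjusted p = 0.066, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under AMB-LF it was called as decreased with scaling to library size only (-0.33), without a lane term (-0.21) and with the replicate block (-0.30). The responses of YAP5 differed by -0.55 (standard error 0.13, adjusted p = 0.021, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This was not called without AMB replicate 3 (-0.49), AMB-LF replicate 1 (-0.62) or control for AMB replicate 1 (-0.51), nor with the replicate block (-0.64).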

Grx4p and Fra1p interact to form a complex that facilitates the export of Aft1p from the nucleus into the cytoplasm during iron-replete conditions^32^,^36^. Together, these results suggest that during AMB treatment there is dysregulation of iron homeostasis in that Aft1p is activating the expression of iron uptake genes in the nucleus but *FRA1* and *GRX4* may be counteracting this by the export of Aft1p. In contrast, and consistent with the GO term analysis results outlined above, AMB-LF treatment led to *AFT1* and 11 of the 13 iron uptake genes being either not differentially expressed or having decreased expression (Fig. 3b).

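Under AMB-LF, SIT1 and FET3 were increased and FRE1 decreased among the genes of Fig. 3b, with a median log2 fold change of -0.041 over the 13. SIT1 changed by 0.98 and FET3 by 0.69 (standard errors 0.13 and 0.14, adjusted p = 2.3e-04 and 0.0041, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FRE1 (YLR214W) lies on chromosome XII of R64 from 568567 to 570627. FRE1 was at 112 ± 25.8 CPM in its control and 50.5 ± 8.34 under AMB-LF (SD, n = 3), a log2 fold change of -1.10 (standard error 0.25, adjusted p = 0.0074, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the fit without AMB-LF replicate 1 neither FET3 (0.60) nor FRE1 (-0.64) was called. Leaving control for AMB-LF replicate 2 out, the decreased genes numbered 4, and without control for AMB-LF replicate 3 they numbered 2. Of the 13, the responses differed in 4, each lower under AMB-LF, or in 7 adjusted over the list alone. Without AMB-LF replicate 1 or control for AMB replicate 1 they differed in 0, without AMB-LF replicate 2, control for AMB replicate 2 or control for AMB-LF replicate 1 in 1, without AMB replicate 3 in 7 and without control for AMB-LF replicate 2 in 8. Tested between AMB-LF and AMB directly, 0 of the 13 were called, and between the untreated groups 8 were higher in the control for AMB-LF (ARN1, ARN2, FRE1, FRE2, FRE3, FRE4, FIT2 and FIT3). When the controls were labelled as in Supplementary Fig. S2a, 8 were increased under AMB-LF.

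**Figure D1:**
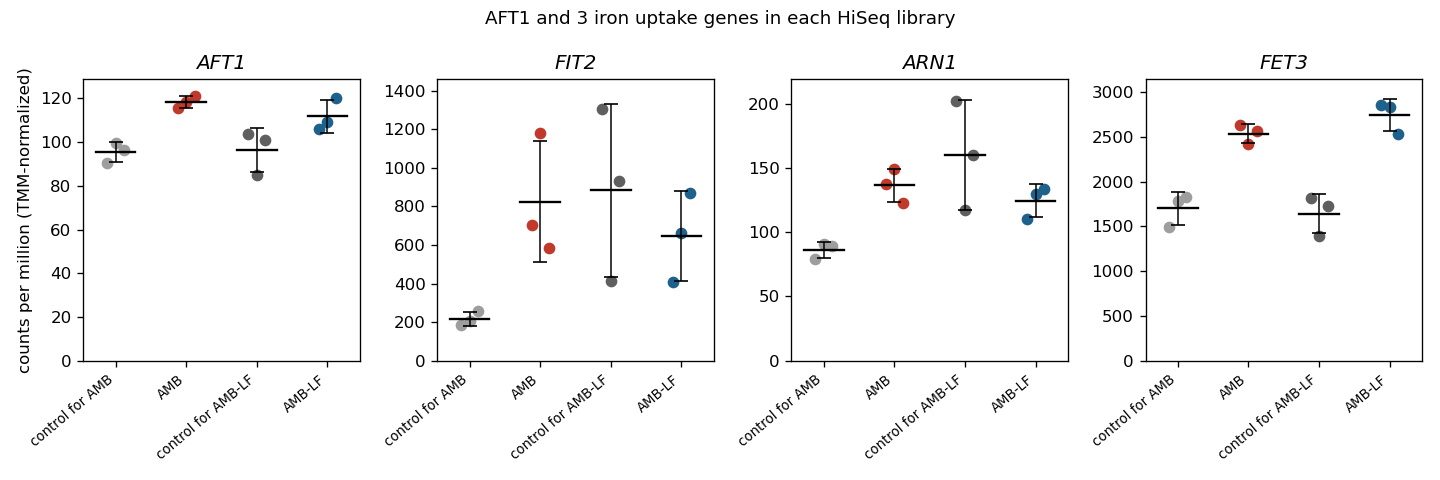
Expression in CPM after TMM scaling (linear axis from 0) of AFT1, FIT2, ARN1 and FET3 in the control for AMB, AMB, the control for AMB-LF and AMB-LF. Points are the 3 libraries of each group, bars their mean and error bars the SD; the mean of FIT2 is 217 in the control for AMB and 883 in the control for AMB-LF.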

The network for Zap1p highlighted a different pattern of regulation compared to Aft1p. Zap1p directly senses zinc levels and is the major transcription factor that regulates zinc uptake and pathways involved in adaptation to the various stresses caused by zinc deficiency, such as oxidative stress tolerance and sulfate assimilation^32^. 

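ZAP1 (YJL056C) lies on chromosome X of R64 from 330431 to 333073. ZAP1 was at 52.5 ± 27.0 CPM in its control and 52.7 ± 22.0 under AMB (SD, n = 3), a log2 fold change of 0.25 (standard error 0.64, adjusted p = 0.79, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of ZAP1 and the 31 other genes of Fig. 3c, PRB1, CTT1, COT1 and PEP4 were increased and MET14, SAM3 and PIS1 decreased under AMB, and the median of the log2 fold changes was 0.042. Without control for AMB replicate 1 2 were increased and 1 decreased. For the controls as labelled in Supplementary Fig. S2a, 17 were decreased and 3 increased under AMB, and ZAP1 changed by -2.75.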

Under AMB treatment, *ZAP1* was not differentially expressed and the majority of Zap1p target genes involved in zinc homeostasis had no significant change in expression (Fig. 3c). 

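ZAP1 went from 327 ± 101 CPM to 93.6 ± 85.9 with AMB-LF (SD, n = 3), a log2 fold change of -2.22 (standard error 0.72, adjusted p = 0.037, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ZAP1 was not called without AMB-LF replicate 1 (-1.13) or 3 (-2.02) or without control for AMB-LF replicate 1 (-2.23) or 2 (-1.96). It changed by -0.23 against the 6 untreated libraries as 1 control, and by 0.77 with the control labels of Supplementary Fig. S2a. The difference between its responses was -2.47 (standard error 1.09, adjusted p = 0.14, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was called without AMB replicate 3 (-3.93) and without AMB-LF replicate 2 (-2.94). Over the 12 fits without 1 library it ranged from -3.93 to -1.03, and with the control labels of Supplementary Fig. S2a it was 3.52. Decreased with ZAP1 were ADH4, FET4, ZRT3, MSC2, ZRG17, MET3, MET14, MET16, SAM3, TSA1, CKI1, DPP1, PRB1, PRC1 and HPF1, and the log2 fold changes of all the genes of Fig. 3d ranged from -4.45 to 1.36 with a median of -0.43. ADH4 (YGL256W) lies on chromosome VII of R64 from 15159 to 16307. ADH4 was at 1789 ± 1317 CPM in its control and 84.5 ± 9.04 under AMB-LF (SD, n = 3), a log2 fold change of -4.45 (standard error 0.47, adjusted p = 3.9e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With AMB-LF replicate 1 left out, 5 genes of the list were decreased, against all untreated libraries as 1 control 3, and with the control labels of Supplementary Fig. S2a 3. The list's difference between the responses was called in 15 genes, with ADH1 and ADH3 higher and 13 lower under AMB-LF, and in 0 without AMB-LF replicate 1 or control for AMB replicate 1. In the fit without control for AMB-LF replicate 1 it was called in 1 and 7, and without AMB replicate 3 in 0 and 8. Between AMB-LF and AMB themselves 0 genes of the list were called. Between the untreated groups 16 were higher and 3 lower in the control for AMB-LF, and ZAP1 differed by 2.99 (standard error 0.70, adjusted p = 0.0075, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was not called without control for AMB replicate 1 (2.90). HPF1 shares 3.0% of its windows with CSS1.

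**Figure D2:**
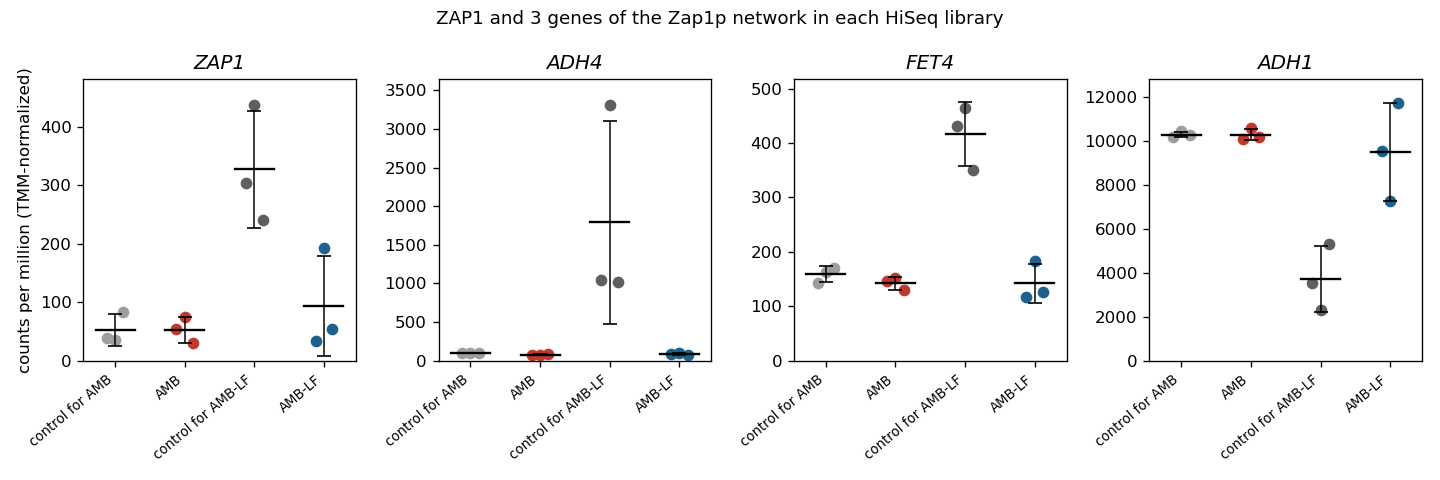
Expression in CPM after TMM scaling (linear axis from 0) of ZAP1, ADH4, FET4 and ADH1 in the control for AMB, AMB, the control for AMB-LF and AMB-LF. Points are the 3 libraries of each group, bars their mean and error bars the SD; the mean of ADH4 is 1789 in the control for AMB-LF, against 99.3, 77.8 and 84.5 in the control for AMB, AMB and AMB-LF.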

During AMB-LF treatment, the expression of *ZAP1* and 16 out of 32 genes involved in the adaptation to zinc deficiency decreased (Fig. 3d). These include genes involved in zinc transport and conservation, sulfate metabolism, ROS defense, phospholipid synthesis, protein turnover and cell-wall functions^32^. 

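By function, the decreased genes of Fig. 3d had log2 fold changes of -0.46 to -2.14 for zinc transport (MSC2, ZRG17, FET4 and ZRT3), and of -0.50 for SAM3, -1.50 for MET14 and -0.85 for MET16 in sulfur metabolism. TSA1 changed by -0.66, CKI1 by -0.54, DPP1 by -0.65, PRB1 by -0.40, PRC1 by -0.46 and HPF1 by -0.67. From the decreases in sulfate assimilation and protein degradation genes, the paper proposes that AMB-LF dysregulated the stress adaptation pathways that normally accompany zinc deficiency. It places Zap1p as the regulator of these pathways.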

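ADH1 (YOL086C) lies on chromosome XV of R64 from 159548 to 160594, and 9.5% of its windows are shared with ADH2. ADH1 was at 3716 ± 1505 CPM in its control and 9503 ± 2231 under AMB-LF (SD, n = 3), a log2 fold change of 1.36 (standard error 0.30, adjusted p = 0.0064, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ADH3 (YMR083W) lies on chromosome XIII of R64 from 434788 to 435915. ADH3 went from 371 ± 37.8 CPM to 519.6 ± 64.5 with AMB-LF (SD, n = 3), a log2 fold change of 0.47 (standard error 0.12, adjusted p = 0.015, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PHO84 (YML123C) lies on chromosome XIII of R64 from 24037 to 25800. Under AMB-LF, PHO84 was at 2356 ± 346 CPM against 1329 ± 325 in the control (SD, n = 3), a log2 fold change of 0.83 (standard error 0.21, adjusted p = 0.013, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving AMB-LF replicate 1 out, none of ADH1 (1.39), ADH3 (0.46) and PHO84 (0.87) was called, and against all untreated libraries as 1 control none was, at 0.35, 0.010 and 0.35. Under AMB their changes were -0.0029, -0.19 and 0.28, none of them called. The difference between the responses was 1.36 for ADH1, 0.66 for ADH3 and 0.55 for PHO84 (adjusted p = 0.048, 0.029 and 0.23, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For ADH1 the difference was not called in 9 of the 12 fits without 1 library, where it lay between 1.26 and 1.38, and for ADH3 it was not called without AMB replicate 3 (0.74), AMB-LF replicate 1 (0.62) or control for AMB replicate 1 (0.65). All 3 genes were lower in the control for AMB-LF than in the control for AMB. With the control labels of Supplementary Fig. S2a the changes under AMB were 1.47, 0.52 and 1.01, all called, and those of ADH1 and ADH3 under AMB-LF were -0.12 and -0.24.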

The only genes to increase in expression were *ADH1, ADH3* and *PHO84. ADH1* and *ADH3* encode zinc binding enzymes and are repressed by Zap1p^32^, therefore their increased expression is consistent with the decreased expression of *ZAP1. PHO84* encodes a low-affinity zinc and phosphate transporter but its expression is not regulated by intracellular levels of zinc and is therefore unlikely to be regulated by Zap1p^32^.

### Zinc and iron homeostasis are critical processes in AMB-LF synergy

Since iron and zinc homeostasis were dysregulated by the synergistic AMB-LF combination, we hypothesized that knocking out *AFT1* and *ZAP1* could recapitulate drug synergy with AMB. We therefore tested the sensitivity of *aft1Δ* and *zap1Δ* gene knockout strains to AMB (Fig. 4 and Supplementary Figure S6). The *zap1Δ* mutant was severely retarded in growth compared to control strain BY4741, and the *aft1Δ* mutant had reduced growth but this was less severe. The relevance of the plate-based assays was confirmed by growing *aft1Δ, zap1Δ* and wild type control in the presence of AMB-LF (Supplementary Figure S6). As expected, the growth of knockout strains was retarded by the synergistic combination. Together, this confirms that the regulation of iron and zinc homeostasis by Aft1p and Zap1p is important for the cellular response to AMB, with zinc homeostasis emerging as vital for AMB tolerance. The *aft1Δ* and *zap1Δ* strains also had increased susceptibility to oxidative stress (H_2_O_2_) and fluconazole (FLC). The latter is possibly due to increased ergosterol depletion, as several of the enzymes involved in ergosterol biosynthesis require heme or iron cofactors to function^37^. The *aft1Δ* strain had increased susceptibility to many other stressors, including caffeine, calcofluor white, NaCl, NaNO_2_ and SDS, while the *zap1Δ* strain was also susceptible to caffeine, calcofluor white and 37 °C (Supplementary Figure S6). These results suggest Aft1p and Zap1p are important for stress response in general and could be targets for synergistic antifungal therapy in combination with AMB.

To finally confirm the involvement of Aft1p and Zap1p in drug synergy, we performed the same analysis as above on 9 other knockout strains (Supplementary Tables S5, S6 and Figure S6–7). We examined deletions of single genes associated with metal ion homeostasis, adaptation to metal ions deficiency and stress response (*atg1Δ, cch1Δ, met32Δ, mtd1Δ, tpk2Δ, yap5Δ, yct1Δ, yor387cΔ* and *vel1Δ*) and a double gene knockout of the paralogous pair *vel1Δ/yor387cΔ*. None of these mutant strains had increased susceptibility to AMB or other tested stresses (Supplementary Figure S6), confirming that Aft1p and Zap1p are critical for survival to drug synergy. It also suggests that the targeting of high-level regulators, such as transcription factors, is likely to be important for achieving drug synergy with AMB.

## Discussion

In this study, we investigated the mechanistic basis of AMB-LF drug synergy in *S. cerevisiae* through RNA-seq and network analysis. We identified a number of differentially expressed genes from each of the AMB and AMB-LF treatments and analyzed each set of genes through clustering of co-expressed genes and functional enrichment. A summary of the results is presented in Fig. 5. During AMB treatment, we observed increased expression of genes involved in iron homeostasis and apoptosis, including the CVT pathway, PKA signaling and ATP synthesis-coupled electron transport (Fig. 5a). Our results are consistent with previous microarray analyses of *S. cerevisiae* and *C. albicans* treated with AMB^38^,^39^ and the analysis of an AMB-resistant strain of *C. albicans*^40^ which showed increased expression of iron uptake genes. LF treatment produced no changes in gene expression compared to the control (Supplementary Data S1). In contrast, AMB-LF treatment resulted in a significant decrease in the expression of genes associated with zinc homeostasis and adaptation to zinc deficiency, while genes involved in iron uptake, PKA signaling and ATP synthesis no longer showed increased expression (Fig. 5b). We used network analysis to search for known transcription factor targets among each cluster of co-expressed genes. This revealed that the clusters involved in iron and zinc homeostasis contained targets of transcription factors Aft1p and Zap1p, respectively^32^. We subsequently showed the *aft1Δ* and *zap1Δ* mutant strains had increased susceptibility to AMB and H_2_O_2_ (Fig. 4), suggesting the two transcription factors have significant roles in the adaptive response to AMB treatment and in oxidative stress^32^,^41^.

LF is a strong chelator of iron and can bind other metal ions^21^. We were therefore interested in how the general regulation of metals was affected in AMB-LF synergy. During AMB-LF treatment, we observed a lack of differential expression of *AFT1* and decreased expression of *ZAP1*. This was despite Aft1p and Zap1p being required for growth during AMB treatment, as demonstrated by our analysis of *aft1Δ* and *zap1Δ* mutants (Fig. 4). This suggests that one effect of AMB-LF synergy could be the inability to sense and respond to intracellular levels of iron and zinc. AMB is known to damage the integrity of the cell membrane^42^ and cell wall^43^, and may thus facilitate the entry of LF into the cell. Once there, LF could achieve synergy by disrupting intracellular targets that normally control intracellular iron and zinc levels in response to AMB stress, as shown by the lack of differential expression of *AFT1* and the repression of *ZAP1*. This hypothesis is supported by the observation that LF alone did not affect gene expression and had little or no antifungal activity under the conditions tested, since in the absence of AMB it would be outside the cell and unable to act on intracellular targets. Further work is required to determine the movement and location of LF in the presence and absence of AMB.

There are many lines of evidence to suggest that oxidative stress is associated with AMB-LF synergistic growth inhibition. AMB alone triggers a multifaceted response (Fig. 5a). It activates stress response pathways to tolerate drug toxicity^28^, including an oxidative stress response, similar to the environmental stress response^44^. LF alone, in *C. albicans*, is known to cause oxidative stress, apoptosis and leakage of cations from the plasma membrane^30^. When AMB is combined with LF, we observed that multiple oxidative stress response pathways had decreased gene expression which likely led to decreased survival against oxidative stress. Down-regulated pathways contained genes associated with sulfate assimilation and *TSA1;* genes which are regulated by Zap1p (Fig. 5b)^32^. A less active sulfate assimilation pathway would reduce the production of glutathione (Fig. 5b), an electron donor involved in ROS detoxification and protection against oxidative stress in the ER^32^. Decreased Tsa1p is also likely to be detrimental under oxidative stress, as Tsa1p detoxifies ROS and prevents the formation of aggregated proteins which themselves can induce oxidative stress^45^ (Fig. 5b). The decreased expression of genes involved in proteolysis and protein degradation would lead to increased ER stress and the accumulation of ROS (Fig. 5b)^46^.

An important question is whether transcription factors Aft1p and Zap1p could be targets of synergistic antifungal drugs in other fungal species, since their disruption increased the sensitivity of *S. cerevisiae* to AMB. Aft1p has an ortholog in *Candida glabrata* that could serve as a synergistic target in this pathogen (Table S6), and while an Aft1p ortholog is not present in *C. albicans* the transcription factor Iro1p, which regulates iron homeostasis, is a potential synergistic drug target^47^. *ZAP1* has direct orthologs in several fungal pathogens including *C. neoformans* H99 (*ZAP104*), *C. albicans (CSR1*) and *C. glabrata (CAGL0J05060g*)^48^,^49^ (Table S6). Indeed *Zap104Δ* in *C. neoformans* was shown to have increased sensitivity to AMB compared to wild type controls^48^, replicating the phenotype seen in *S. cerevisiae*. Zap1p and Zap104p have the potential to bind small molecules and DrugBank^50^, a curated database of drugs and their molecular targets, indicates that they contain putatively druggable domains. Specifically, a C2H2 zinc finger domain present in both Zap1p and Zap104p has the potential to bind picolinic acid^51^,^52^, which is a zinc chelating agent proposed to treat acne vulgaris^52^. Therefore, Zap1p and its orthologs serve as interesting putative targets for the development of novel small molecules, which could work in combination with AMB or other existing antifungals to serve as a broad-spectrum synergistic treatment.

Our results illustrate the power of analyzing gene expression and regulatory networks to understand complex cellular processes like drug synergy. Clustering of co-expressed genes by SOMs consistently led to an increase in the identification of enriched GO terms compared to not using clustering prior to enrichment analysis (Supplementary Figure S7 and Data S4). The clustering of co-expressed genes thus provided a more powerful means to identify dysregulated stress response pathways, and identified pathways that were not seen when the analysis was restricted to differential gene expression^53^. Clustering also helped to identify Aft1p and Zap1p as important regulators of LF-mediated drug synergy. Our results are consistent with Hudson *et al*.^53^, who suggested that co-expression patterns of genes could be analyzed in the context of gene regulatory networks to identify the major effector molecules that regulate the response to treatments.

In conclusion, we have shown that AMB-LF drug synergy involves dysregulation of iron and zinc homeostasis and disruption of the oxidative stress response. The expression of genes in these stress response pathways is regulated by the transcription factors Aft1p and Zap1p, whose deletion led to increased sensitivity to AMB and oxidative stress. Novel small molecule drugs that target Aft1p or Zap1p or their orthologs could be studied in combination with existing antifungals to develop new synergistic antifungal treatments.

## Materials and Methods

### Strains, culture, and agents

*S. cerevisiae* S288C strain was used for all RNA-seq analyses. Knockout mutants in the MATa BY4741 strain background were obtained from the Yeast Deletion Project^54^. Cells were grown in RPMI-1640 at 30 °C in a shaking incubator at 180 rpm. For all assays, Amphotericin B (AMB: Sigma-Aldrich, USA) was made to a stock solution of 1,600 μg/mL. For the synergy studies and time-kill curve assays, bovine lactoferrin (LF: MP Biomedical, USA) was made to 5,120 μg/mL stock in sterile MilliQ water. Further details for this are provided in the Supplementary Materials and Methods.

### Synergy studies

To analyze the effect of synergistic drug treatment, *S. cerevisiae* S288C cells grown as above were treated with i) AMB only; ii) a growth control for (i) with no AMB treatment; iii) a synergistic combination of AMB-LF; and iv) a growth control for (iii) with no AMB-LF treatment; v) LF only; and vi) a growth control for (v) with no LF treatment. The fractional inhibitory concentrations (FIC) of AMB and LF, determined by Lai *et al*.^3^ to be the most synergistic against *S. cerevisiae*, were used in all experiments. These concentrations were 0.03 μg/mL and 2 μg/mL, respectively (Supplementary Table S1).

### Time-kill curve assay

ID_20_ (inhibition of cell growth by 20%) was chosen as the time point for RNA isolation from all treatments, as at this point cells are stressed but there should be few confounding effects of cell death, allowing a direct comparison among treatments. To determine the ID_20_, growth curves for AMB- and AMB-LF-treated cultures were established for each treatment (i to iv) by sampling 500 μL of the drug-treated and corresponding untreated cultures every 15 min following drug inoculation and performing serial 10-fold dilutions from 10^−1^ to 10^−6^ in Milli Q water. Aliquots of 100 μL were plated on SDA and colonies on plates with 30–300 cfu were counted following 48 hr of incubation at 30 °C. The resulting growth curves are shown in Supplementary Figure S1. This established an ID_20_ for AMB of 60 minutes, and AMB-LF of 50 minutes. The same incubation times were applied to each of the matched control samples. LF at the FIC did not produce an observable decrease in cell growth, and cells from the LF treatment and its matched control were grown for 50 minutes to enable comparisons with the AMB-LF treatment.

### RNA-seq library preparation and sequencing

Approximately 200 μL of freeze-dried cells were beaten using 0.5 mm glass beads and RNA was isolated with the Qiagen total RNA mini isolation kit (Qiagen, Germany). RNA-Seq was performed by the Ramaciotti Centre for Genomics using the Illumina HiSeq 2000 to generate 100 bp paired-end reads. Full details are given as Supplementary Materials and Methods. All resulting RNA-seq data have been made available in GEO, with accession number GSE80357.

### Processing of RNA-seq data

RNA-Seq data were analyzed as per Twine *et al*.^55^. All details of the analysis are provided in the Supplementary Methods. Briefly, differential gene expression and data analyses were performed using R (version 3.2.5) with EdgeR (version 3.12.0)^56^, with a threshold of adjusted p-value < 0.05 for differentially expressed genes. The R scripts used for analyzing the gene expression data are available in the Bitbucket source code repository: https://bitbucket.org/IgnatiusPang/drug_synergy.

### Gene Ontology Enrichment Analysis

For the AMB and AMB-LF treatments, genes with up- or down-regulated expression were independently analyzed for enriched Gene Ontology (GO) terms using the ClueGO^27^ tool, with the parameter kappa < 0.13. Co-expressed genes from each SOM cluster were also analyzed for enriched GO terms (adjusted p-value < 0.01). The R scripts for analyzing the GO terms enrichment are provided in the following Bitbucket source code repository: https://bitbucket.org/IgnatiusPang/drug_synergy.

### Self-Organizing Maps

Self-organizing map (SOM) analysis was used to identify clusters of genes with similar expression profiles across the different treatments. The read counts were normalized by library size and gene length, log-transformed (base 2) and scaled to a mean of 0 and standard deviation of 1 per gene. The SOM was generated using the R ‘kohonen’ library (version 2.0.19)^57^.

### Network-based Enrichment of Transcription Factor Targets and Network Visualization

Each SOM cluster was analyzed, for any of the 207 known transcription factors, for network-based enrichment of transcription factor-target gene interactions in the Yeastract^58^ and YeastMine databases^59^. For each SOM cluster and transcription factor query pair, a contingency table was tabulated by comparing the list of genes in the SOM cluster against the list of target genes for transcription factor, with the total set of yeast genes as the background list. Fisher’s exact test was used to evaluate the statistical significance based on the values in the contingency table. Significant hits that were shared between the analyses of two transcription factor-target gene databases, Yeastract^58^ (version 2013-09-27; adjusted p-value of < 0.0001) and YeastMine^59^ (adjusted p-value of < 0.05) were reported. An integrated network was constructed to visualize transcription factor-target interactions and understand any relationships with protein-protein interactions. This network was formed from a union of the Yeastract^58^ transcriptional regulatory network and the protein interaction network from Pang *et al*.^60^. It was then visualized using Cytoscape version 3.2.1^61^.

### Spot plate assays

The *aft1Δ* and *zap1Δ* single gene deletion mutants were obtained from the *Saccharomyces* genome deletion project^62^. Four primer combinations were used to verify that the gene of interest was replaced with the KanMX cassette (Table S5). Overnight broth cultures of knockout mutants and BY4741 were grown in synthetic complete (SC) medium at 30 °C, 180 rpm. Cell concentrations were standardized to 1 × 10^6^ cells/mL. Aliquots of 5 μL were serially diluted 10-fold from 10^−6^ to 10 cells/mL and spotted onto SC plates supplemented with different stress inducing agents. All plates were incubated at 30 °C for 3 days unless otherwise stated. Lactoferrin for this assay was a gift from Fonterra (Victoria, Australia) and was made to 5,120 μg/mL stock in sterile MilliQ water.

### Statistical Analyses

Unless otherwise stated, the Benjamini-Hochberg procedure was used to correct the false discovery rate for all analyses. Results were deemed statistically significant with a threshold of adjusted p-value < 0.05.

## Additional Information

Accession codes: The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE80357 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE80357).

**How to cite this article**: Pang, C. N. I. *et al*. Transcriptome and network analyses in *Saccharomyces cerevisiae* reveal that amphotericin B and lactoferrin synergy disrupt metal homeostasis and stress response. *Sci. Rep.* **7**, 40232; doi: 10.1038/srep40232 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

## Figures and Tables

**Figure 1:**
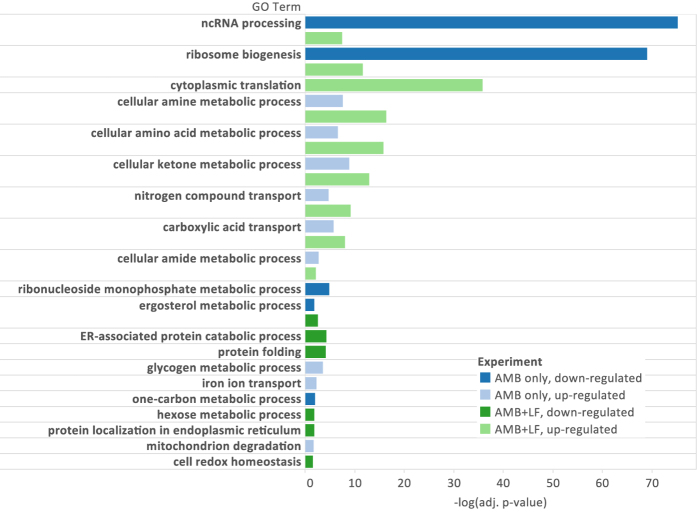
Functional enrichment of genes differentially expressed in response to AMB alone and in combination with LF. Significantly enriched representative GO terms (adjusted p-value < 0.05) are listed on the y-axis, and the negative log of the adjusted p-value (base 10) is represented by the x-axis. Where multiple GO terms represented the same group of genes, the most significant GO term was considered as representative and shown for this analysis. Blue = genes differentially expressed in response to AMB alone; green = genes differentially expressed in response to AMB-LF; light colours = increased gene expression; dark colours = decreased gene expression.

**Figure 2:**
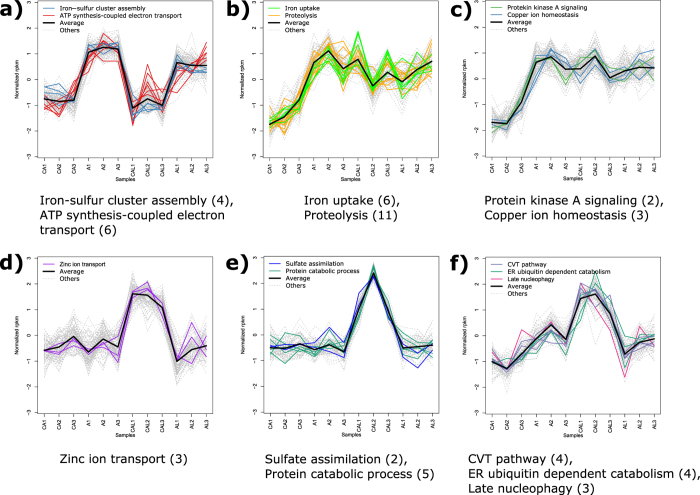
Clusters of co-expressed genes from self-organizing maps enriched for metal ion homeostasis and stress response. Clusters from self-organizing maps, produced using differentially expressed transcripts from the AMB treatment (panels a to c) and AMB-LF treatment (panels d to f), show enrichment for specific biological processes. The y-axis represents the scaled Reads Per Kilobase per Million mapped reads (rpkm), the x-axis represents the four treatment types with the biological triplicates numbered; CA = matched control for AMB, A = AMB, CAL = matched control for AMB-LF, AL = AMB-LF. Black lines represent the average gene expression; coloured lines are genes associated with enriched biological processes labeled in the legends and grey lines represent other genes. The enriched biological process associated with each cluster and the number of genes associated with each process (in brackets) is shown below each panel. The genes associated with each cluster are shown in Table 1, and the complete SOMs are in Supplementary Figure S5.

**Figure 3:**
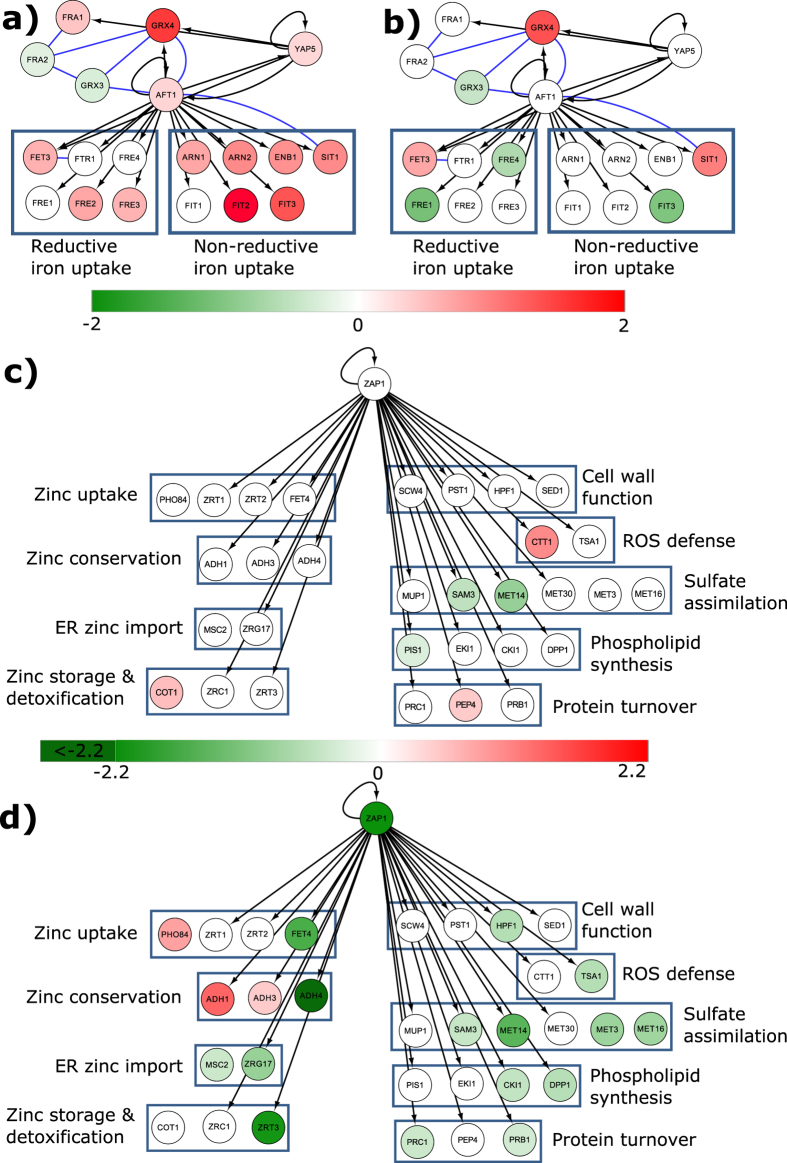
The transcriptional regulatory network of Aft1p and Zap1p and the expression of their target genes indicate dysregulation of metal ion homeostasis during synergistic AMB-LF treatment. The Yeastract transcriptional regulatory network database was used to identify the genes targeted by transcription factors Aft1p and Zap1p under AMB and AMB-LF treatments. Differential expression of *AFT1* and target genes under (**a**) AMB and (**b**) AMB-LF treatment. Iron uptake genes are activated by Aft1p during AMB treatment, but iron uptake is comparatively down-regulated during AMB-LF treatment. Differential expression of Zap1p and target genes following (**c**) AMB and (**d**) AMB-LF treatments. *ZAP1* and 16 out of 32 Zap1p-targeted genes decreased in expression under AMB-LF treatment. In the network, each circle represents a gene with the gene name labeled. Bars indicate log_2_ fold-change for each network; green = negative fold-change, red = positive fold-change and white = no or statistically insignificant fold-change. Blue lines indicate protein-protein interactions. Black arrows show transcription factor regulation, with the arrow pointing towards the target gene.

**Figure 4:**
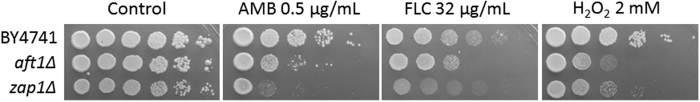
a*ft1Δ* and *zap1Δ* mutants have increased susceptibility to AMB, FLC and H_2_O_2_. Growth of *aft1Δ* and *zap1Δ* strains compared to the *S. cerevisiae* haploid wild type (BY4741) background. Serial 10-fold dilutions of the strains are plated from left (1 × 10^6^ cells/mL in 5  μL spot) to right on synthetic complete agar with AMB (0.5 μg/mL), FLC (32 μg/mL) or H_2_O_2_ (2 mM). Growth at 30 °C was recorded at 3 days (control, AMB, FLC) or 2 days for H_2_O_2_ treatment.

**Figure 5:**
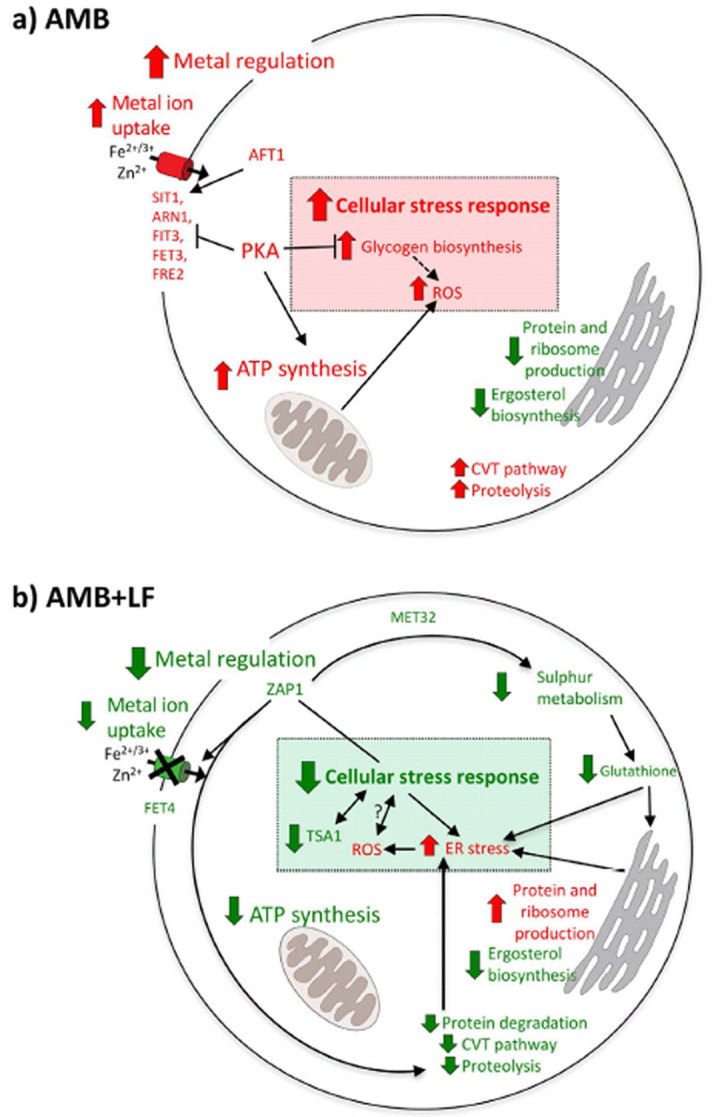
A model of the cellular response to AMB-LF synergy. (**a**) AMB alone induces a range of cellular stress responses, including increased expression of genes involved in the import of metal ions and the oxidative stress response. (**b**) During AMB-LF treatment there is decreased expression of genes involved in the uptake of iron and zinc mediated by Aft1p and Zap1p, and an overall decrease in the expression of genes involved in stress response and proteolysis. While this should lead to an accumulation of intracellular ROS and increased oxidative stress, the transcriptome indicates that the cellular stress response decreases. These results suggest general dysregulation of metal ion homeostasis and the appropriate cellular stress responses. Arrows show the direction of regulation. Arrow with blunt end = inhibitory signal; arrow with dotted line = inactivated process. Red = significant increase in the expression of gene or process; green = significant decrease in expression; black = no change in expression.

**Table 1:** Genes associated with metal ion homeostasis and stress response found in self-organizing map clusters.

Figure	GO Term	GO ID	Gene Names
2a	ATP synthesis-coupled electron transport	GO:0042773	*CYT1, QCR2, QCR6, RIP1, SDH1*
2a	Iron-sulfur cluster assembly	GO:0016226	*CIA2, ISA1, ISU1, NAR1*
2b	Iron uptake	GO:0055072, GO:0015891	*ARN1, ARN2, FIT2, FIT3, FRE2, FRE3*
2b	Proteolysis involved in cellular protein catabolic process	GO:0051603	*ASI2, CUE5, HUL5, NAS2, UBP2, UBP11, UBX5, UBP15, VID28, VID30, YPF1*
2c	Copper ion homeostasis	GO:0006878	*CTR2, PIC2, SCO1*
2c	Protein kinase A signaling	GO:0010737	*TPK1, TPK2*
2d	Zinc ion transport	GO:0006829	*FET4, MSC2, ZRT3*
2e	ER-associated ubiquitin-dependent protein catabolic process	GO:0030433	*DER1, DFM1, JEM1, LCL2, UBC7*
2e	Sulfate assimilation	GO:0019379	*MET3, MET16*
2f	Late nucleophagy	GO:0044805	*ATG23, ATG31, ATG9*
2f	ER ubiquitin dependent catabolism	GO:0030433	*ADD37, ATG19, HRD1, HRD3*
2f	CVT pathway	GO:0032258	*ATG19, ATG23, ATG9, SNX4*

# Supplementary material for: Transcriptome and network analyses in Saccharomyces cerevisiae reveal that amphotericin B and lactoferrin synergy disrupt metal homeostasis and stress response
**Source:** Sci Rep. 2017 Jan 12;7:40232. doi: 10.1038/srep40232
**Supplement:** Supplementary Information

# **Transcriptome and network analyses in *Saccharomyces cerevisiae* reveal that amphotericin B and lactoferrin synergy disrupts metal homeostasis and stress response**

Chi Nam Ignatius Pang,<sup>1\*</sup> Yu-Wen Lai,<sup>2\*</sup> Leona T. Campbell,<sup>2</sup> Sharon C.-A. Chen,<sup>3,4</sup> Dee A. Carter,<sup>2†</sup> Marc R. Wilkins<sup>1†</sup>

## **Supplementary Information**

### **Supplementary Materials and Methods**

#### **RNA-seq library preparation and sequencing**

Approximately 200 µL of freeze-dried cells were transferred to a cryogenic storage tube and mechanically broken with ~ 200 – 250 µL RNase Zap-treated 0.5 mm glass beads using a Minilys tissue homogeniser at 5,000 rpm. The cells were beaten for a total of 2 min and cooled on ice after every 1 min of beating. Total RNA was then isolated with the Qiagen total RNA mini isolation kit. RNA quality was analysed with a Nanodrop (Thermo Scientific) to ensure an OD<sub>260/230</sub> and OD<sub>260/280</sub> ratio between 1.8 – 2, and with a Bioanalyser (Bio-Rad) to ensure an RNA Quality Indicator (RQI) of at least 8. The concentration was checked using the Qubit BR RNA assay (Invitrogen). At least 5 µg of total RNA in a minimum concentration of 200 µg/mL was sent to the Ramaciotti Centre, UNSW, Australia, for Illumina RNA sequencing.

For RNA-Seq sample preparation of the AMB treatment and the AMB-LF treatment and their respective controls, a TruSeq RNA Library prep kit v2 (Illumina) with a poly-A pulldown was used according to the

manufacturer's instructions, with 2 µg of total RNA for each of the three biological triplicate samples as input. The libraries were enriched using 15 cycles of PCR and the insert size ranged from 80 to 330 base pair (bp). The libraries were randomized and sequenced in two separate lanes using HiSeq 2000 with the TruSeq v3 SBS reagents to generate 100 bp paired-end reads. The data were demultiplexed using Casava 1.8.2.

For LF treatment and the corresponding matching controls, a TruSeq Stranded mRNA-seq prep kit was used to prepare the RNA samples as per protocol using 1 µg of total RNA for each of the three biological triplicate samples as input. The libraries were enriched using 12 cycles of PCR to minimize the number of PCR duplicates. The libraries were multiplexed and sequenced on the same flow cell using NextSeq500 v2 reagents to generate 75 bp single reads. The data were demultiplexed using Casava 1.8.2.

### **Processing of RNA-seq data**

RNA-seq data were analysed as per Twine *et al.* (2013)<sup>1</sup>. Briefly, sequencing reads for all samples were assessed for quality using FastQC (version 0.10.1; [www.bioinformatics.babraham.ac.uk/projects/fastqc](http://www.bioinformatics.babraham.ac.uk/projects/fastqc)). All samples had an average Phred score of 30 or greater. The SolexaQA (version 2.2) was used to trim the paired-end reads using p-value < 0.05 as a cutoff and selecting high quality paired-end reads with length of at least 25 nucleotides<sup>2</sup>. A median of 93.26% reads across all samples were high quality paired-end reads. Filtered reads were mapped against the *S. cerevisiae* genome reference (R64-1-1 build)<sup>3</sup> using Bowtie (version 2-2.0.0-beta7)<sup>4</sup> and TopHat (version 2.0.4)<sup>5</sup> with options “-N 3 -library-type fr-unstranded”. Aligned reads with 3 or more mismatches were discarded, and reads were aligned from the left end of the fragment to the transcript strand and right end of the fragment to the opposite strand. All high-quality paired-end reads were mapped to the *S. cerevisiae* genome. The number of reads

mapped to each gene was counted using HTSeq (version 0.5.3p9) using the options “-s no -m union -t CDS -i gene\_id”. Reads were mapped to the coding sequence (CDS) irrespective of the strand and reads found in ambiguous overlapping CDS were not counted. The GFF gene co-ordinates file was obtained from the *Saccharomyces* Genome Database<sup>6</sup> and converted to GTF format using custom Perl scripts. Different versions of RNA-analysis tools were used for the LF treatments and matched controls. These include Bowtie (version 2.2.4), TopHat (version 2.0.13) with options “-N 2 --library-type fr-unstranded” and Htseq (version 0.6.1p1) with the same options as described above.

### **Analysis of Differential Gene Expression**

To identify the genes that were differentially expressed in *S. cerevisiae* treated with AMB, LF or AMB-LF, biological triplicate RNA-seq samples were analyzed for each treatment, with 18 samples in total. The data generated from HiSeq2000 and NextSeq platforms were analyzed separately. For the samples analyzed with HiSeq2000, there were on average 10 million reads per sample (approx. 170x coverage) and for the samples analyzed with NextSeq, there were on average 27 million reads per sample (approx. 170x coverage). Genes with low raw read counts were removed and only genes with 7 counts per million for at least 6 samples were kept for analysis. Differential expression of genes was analyzed using in R (version 3.2.5) and the edgeR library (version 3.12.0)<sup>7</sup>. Multiple dimension scaling was used to examine the similarity in read counts between the samples and to assess reproducibility of the replicates. The samples were normalized with respect to the library size and tag-wise biological coefficient of variation. 

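With the lane as a covariate of the fit to the 12 libraries, edgeR called 0 genes for the lane term (smallest adjusted p = 0.999, quasi-likelihood test with Benjamini-Hochberg adjustment), and the median absolute lane effect was 0.050 on the log2 scale. Without the lane term 1096 genes were increased and 1071 decreased under AMB, and 1015 and 1081 under AMB-LF.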

A linear model was used to adjust for lanes effect from sequencing the samples on different sequencing lanes. Statistically significant differentially expressed genes were identified using edgeR<sup>7</sup>. An adjusted p-value of 0.05 was used as the cutoff for identifying differentially expressed genes. The log fold-change in gene expression that was calculated using edgeR was compared with those calculated using DESeq2<sup>8</sup>, with high reproducibility between the two methods (Supplementary Figure S2). The results generated

using edgeR were used for all subsequent analyses as these identified a lower number of differentially expressed genes and were therefore more stringent.

For the analysis of the LF treatment, RNA-seq data were analyzed with R (version 3.2.5) and edgeR (version 3.12.0)<sup>7</sup> as above. Genes with low raw read counts were removed and only genes with 7 counts per million for at least 3 samples were kept for analysis. The samples were normalized with respect to the library size using the Trimmed Mean of M-values (TMM) method and the biological coefficient of variation was estimated using the tag-wise method<sup>7</sup>. The reproducibility of the replicates was analyzed using multidimensional scaling (Supplementary Figure S4a). Any batch effects from the experiments carried out on the different lanes were eliminated using a generalized linear model. An adjusted p-value of 0.05 was used as the cutoff for identifying differentially expressed genes. The log fold-change in gene expression calculated using edgeR. The edgeR results were compared with those obtained through DESeq2 (data not shown). No significantly differentially expressed genes were identified in the LF treatment and therefore this treatment was not subject to further analysis.

### **Self-Organizing Maps**

Self-organizing map (SOM) analysis was used to identify clusters of differentially expressed genes with similar gene expression profiles. Transcript data from the AMB and AMB-LF treatments were first organized in two separate self-organizing maps (SOMs) to identify clusters of genes with correlated expression patterns. Several normalization steps were performed on the read counts for each sample, these included: 1) normalization with respect to the library size using the 'cpm' function in EdgeR, 2) normalization with respect to gene length to obtain the reads per kilobase per million (rpkm) value, 3) the log<sub>2</sub> rpkm values across the 12 samples were scaled to a mean of 0 and standard deviation of 1 per gene using Pareto scaling implemented in the 'genefilter' library (version 1.50.0).

The SOM was generated using the R 'kohonen' library (version 2.0.19)<sup>9</sup>. A 5 x 5 grid, the Von Neumann neighborhood function and 100 iterations of the learning algorithm were applied to each SOM. Each cluster contained genes with highly similar gene expression profiles, with neighbouring clusters having less similarity. The 5 x 5 grid was selected over other sizes (4 x 4 or 6 x 6) to identify clusters that were not too sparse or dense (data not shown).

Each self-organizing map figure was drawn using custom R scripts and the 'lattice' library (version 0.20-33). The gene expression profile for each gene consisted of the scaled values (y-axis) for the 12 samples (x-axis). The clusters were numbered from bottom to top and from left to right in the self-organizing map, such that the bottom-left cluster is number 1 and the top-right cluster is number 25. To provide a summary view of the SOM map, a heat map was used to present the average expression pattern for each cluster. The Euclidian distance function was used to assess the similarity in the gene expression profile and the 'average' agglomeration method was used to group the clusters.

### **Functional Enrichment Analysis**

Lists of significantly differentially expressed genes from the AMB and AMB-LF treatments were separately analyzed for enrichment of Gene Ontology (GO) biological process terms using the ClueGO<sup>10</sup> tool. To identify active or inactive pathways, genes with increased or decreased gene expression were analyzed separately. The Bonferroni step down method was used to adjust the p-values, and GO terms with adjusted p-value < 0.05 were deemed significant. GO terms that shared a high number of genes were merged together, if the Cohen's kappa score was below 0.13, and the most significant GO term was considered representative and was shown for this analysis. The bar chart that plots the negative log p-values of each enriched GO term was drawn using Tableau visual analytic software (version 9.0).

Each cluster of co-expressed genes from the SOMs was also analyzed for enriched GO terms using the R statistical analysis package and the following libraries: 'GO.db' (version 3.2.2), 'org.Sc.sgd.db' (version 3.2.3), 'GOstats' (version 2.36.0)<sup>11</sup> and 'multtest' (version 2.26.0)<sup>12</sup>. Any GO term that mapped to one gene only was excluded from the analysis. To account for the hierarchical relationships among GO terms, a conditional hypergeometric tests was used to adjust the significance of a parent GO term based on the significance of the child GO terms. A GO term was considered to be significant if the adjusted p-value was less than 0.01.

### **Comparison of enriched GO terms identified prior to and after gene expression profile clustering using SOM**

We compared the number of enriched GO biological process terms that were identified either before or after the application of SOM to cluster genes with similar gene expression profiles (Supplementary Figure S7). We also tallied the number of enriched GO terms that were in common, before and after clustering. The analyses described above were performed separately on lists of differentially expression genes from AMB or AMB-LF treatments, and for each treatment the genes with increased or decreased expression were also analyzed separately. We also determined if relationships between GO terms in the GO hierarchical tree affected the number of unique GO terms identified before or after clustering with SOM. Relationships among the GO terms were obtained from <http://www.geneontology.org/ontology/go.obo>). To compare GO terms identified before and after clustering with SOM, two GO terms were counted as non-unique if they shared ancestor-descendant relationships in the GO hierarchical tree. High-level GO terms with a depth of less than 2 were excluded from analyses of the ancestor-descendant relationships.

## **Network-based Enrichment of Transcription Factor Targets in Co-expressed Gene Clusters**

Network-based enrichment of transcription factor gene target relations from the Yeastract<sup>13</sup> and YeastMine<sup>14</sup> databases were used to investigate whether co-expressed genes in the same SOM cluster were likely to be co-regulated by a common transcription factor<sup>13,14</sup>. A list of 207 known *S. cerevisiae* transcription factors was obtained from the literature<sup>15,16</sup>. To check whether these transcription factors were responsible for the regulation of gene co-expression, each cluster was analyzed for an enrichment of targets for any of the known transcription factors. The result consisted of a list of transcription factors that have high probability of regulating the expression of the known target genes in the cluster. To increase the specificity of the transcription factors identified, two different approaches were used and the results that were in common between the two approaches were reported. The first approach involved the use of Yeastract<sup>13</sup> (version 2013-09-27), a database of curated transcription factor and target gene interactions. Fisher's exact test was used to calculate the probability of enrichment and the p-values were adjusted for false discovery rate. A transcription factor was considered to be enriched if the adjusted p-value was  $< 0.0001$ . For each cluster, any transcription factors with one or more target genes in the cluster were analyzed. The second approach used the YeastMine publication enrichment tool<sup>14</sup>. Each cluster of co-expressed genes was analyzed separately for an over-representation of known transcription factor and target genes relationships from the literature. Significant hits with Benjamini-Hochberg adjusted p-value of  $< 0.05$  were filtered by searching for literature with a title containing the gene name of known transcription factors. For the two approaches, the background set included the total set of yeast genes in the SGD database.

## **Visualization of Integrated Transcription Factor-Target Gene Networks and Protein Interaction**

### **Networks**

To investigate transcription factor-target interactions and the protein-protein interactions between transcription factors and co-regulatory factors, an integrated network was constructed. This network was created from the union of the Yeastract<sup>13</sup> transcriptional regulatory network (version 2013-09-27). and the protein interaction network from Pang *et al.* (2012)<sup>17</sup>. Genes involved in iron uptake were as curated by Philpott and Protchenko (2008)<sup>18</sup> and genes involved in zinc homeostasis were as curated by Wu *et al.* (2008)<sup>19</sup> and Eide (2009)<sup>20</sup>. The integrated networks were visualized using Cytoscape version 3.1.1<sup>21</sup>. Log fold-changes from differential expression analysis were co-visualized as node colors.

### **Apoptosis and oxidative stress response genes**

Genes involved in oxidative stress were identified from the *Saccharomyces* Genome Database (SGD)<sup>6</sup> by matching the key word “oxidative stress” against the gene description field or the Gene Ontology Biological Process terms for that gene. Similarly, a list of genes involved in apoptosis was identified with the key word “apoptosis”. Additional genes involved in apoptosis from Carmona-Gutierrez *et al.* (2010)<sup>22</sup> and Belenky *et al.* (2013)<sup>23</sup> were also added to our list.

### **Selection of genes for chemical-genetic experiments**

A list of criteria was used to select query genes to perform chemical-genetic experiments with gene knockout mutants. The query genes were selected from the list of genes with significant differential expression in AMB or AMB-LF treatments. 

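The 11 query genes of Supplementary Table S6 were AFT1, ATG1, CCH1, MET32, MTD1, TPK2, VEL1, YAP5, YCT1, YOR387C and ZAP1. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 were increased and 1 decreased under AMB, and 3 increased and 4 decreased under AMB-LF. Under AMB the log2 fold changes were 1.30 for ATG1, 0.66 for YCT1, -0.49 for MTD1, -0.24 for CCH1, -0.12 for MET32, 0.36 for VEL1 and 0.33 for YOR387C, and of these ATG1, YCT1 and MTD1 were called. YOR387C (YOR387C) lies on chromosome XV of R64 from 1069621 to 1070241. YOR387C was at 319 ± 271 CPM in its control and 10.3 ± 0.457 under AMB-LF (SD, n = 3), a log2 fold change of -4.92 (standard error 0.69, adjusted p = 3.5e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ATG1 (0.44), CCH1 (0.31) and YCT1 (0.65) were increased under AMB-LF, MET32 (-0.47) was decreased, and MTD1 (0.39) was not called. CCH1 under AMB had an adjusted p of 0.0501 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and was called without control for AMB replicate 3 (-0.29), with RLE factors (-0.25), without a lane term (-0.25) and in a fit to its 6 libraries alone (-0.25). It was also called in thinned counts (-0.27) and without the 50 most abundant genes (-0.24), both chosen after seeing the data. MTD1 was not called under AMB without AMB replicate 2 (-0.42) or 3 (-0.41) or control for AMB replicate 1 (-0.57) or 2 (-0.39), and was called under AMB-LF without control for AMB-LF replicate 3 (0.49), without a lane term (0.46) and in the fit to the 6 libraries (0.46). Under AMB-LF, neither ATG1 nor CCH1 was called without AMB-LF replicate 1 (0.42 and 0.29) or 2 (0.41 and 0.29) or without control for AMB-LF replicate 2 (0.37 and 0.26), ATG1 was not called without control for AMB-LF replicate 3 (0.37), and MET32 was not called without AMB-LF replicate 1 (-0.34). With the GC content and coding length trend removed, chosen after seeing the data, CCH1 (0.24) was not called under AMB-LF. With scaling to library size only, ATG1 (0.34) and CCH1 (0.22) were not called under AMB-LF. With the replicate block neither they (0.30 and 0.29) nor MET32 (-0.39) were called there, and against the untreated libraries as 1 control neither CCH1 (0.045) nor MET32 (-0.24). The responses differed in 7 of the 11, with CCH1 and MTD1 higher and ATG1, VEL1, YAP5, YOR387C and TPK2 lower under AMB-LF, and in 0 without AMB-LF replicate 1 or control for AMB replicate 1. Under the control labels of Supplementary Fig. S2a VEL1 changed by -5.86, YOR387C by -4.75 and MTD1 by 0.38 under AMB, and CCH1 by -0.11 and MTD1 by -0.49 under AMB-LF.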

We narrowed the list further to genes that were representative of enriched biological processes involved in response to stress or drug treatments or were targets of transcription factors Aft1p and Zap1, as annotated in Yeastract<sup>13</sup>. Additional information was included to identify putative drug targets. Using OrthoMCL<sup>24</sup>, we checked whether the query *S. cerevisiae* genes had orthologs in four fungal pathogens (*C. neoformans*, *C. albicans*, *C. glabrata* and *A. fumigatus*) and in humans. We also used reciprocal BLAST<sup>25</sup> searches to compare the proteomes of *C.*

*neoformans* and *S. cerevisiae*, and reciprocal best hits are also identified as orthologs. We also checked whether deletion of the query gene was known to increase sensitivity to AMB (148 nM or 100  $\mu$ M) in a large-scale chemical-genetic screen<sup>26</sup>, and whether the *S. cerevisiae* proteins of interest shared common protein domains (Pfam version 27.0)<sup>27</sup> with ‘druggable’ proteins from the DrugBank database (version 4.1)<sup>28</sup>.

### ***Saccharomyces cerevisiae* haploid single gene knockout mutants**

Knockout mutants were obtained from the Yeast Deletion Project<sup>29</sup> for the *S. cerevisiae* MATa BY4741 strain. Knockouts were confirmed using PCR as previously described by the Yeast Deletion Project ([http://sequence-www.stanford.edu/group/yeast\\_deletion\\_project/confirmation.html](http://sequence-www.stanford.edu/group/yeast_deletion_project/confirmation.html)). Briefly, the sequences around the knockout site were amplified using 2.5 U of Taq polymerase (NEB), 0.2 mM dNTPs, 1  $\mu$ M of upstream primer (A, KanC), 1  $\mu$ M downstream primer (B, KanD, D), 10 ng genomic DNA in 50  $\mu$ L volumes. A list of the primer combinations (A-B, A-KanB, KanC-D and A-D) designed for verifying each mutant and wild type strain are included in Supplementary Table S5. Amplification conditions were 94 °C for 3 min, 35 cycles of 94 °C for 15 sec, 57 °C for 15 sec and 72 °C for 60 sec, and 72 °C for 3 min. Primer combinations A-B, A-KanB, KanC-D and A-D were designed for each selected gene and for the wild type/background strain. Amplification of bands from primers A-KanB and KanC-D were required for knockout confirmation. Where bands were not present with either primer combinations A-KanB or KanC-D, amplifications from primers A-D sufficed. Additionally, primers A-B were used to amplify DNA sequences from the wild type strain BY4741 to confirm gene identity<sup>30</sup>.

### ***Saccharomyces cerevisiae* gene knockout design (YOR387C)**

Gene knockouts were performed using a modified protocol from Janke *et. al.* (2004)<sup>31</sup>. Plasmid cassettes pFA6a-natNT2 and pFA6a-hphNT1 were used to generate a *yor387cΔ* knockout mutant with BY4741 and a *yor387cΔ/vel1Δ* double knockout from the *vel1Δ* knockout mutant. Primer sequences 45-55 bp before and after and inclusive of the start and stop codon of YOR387C were designed and tagged with a common sequence homologous to the marker cassette within the plasmid at the 3' end. The primers designed were: S1 – 5' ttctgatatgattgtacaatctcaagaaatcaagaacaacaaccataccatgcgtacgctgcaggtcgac 3'. S2 – 5' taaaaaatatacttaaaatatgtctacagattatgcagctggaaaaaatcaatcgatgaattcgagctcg 3'. Gene deletion constructs were amplified with 2 x Long amp Taq master mix (NEB), 10 μM each of S1 and S2 primers, 10 ng plasmid cassette DNA in 50 μL volumes. Constructs were denatured at 94 °C for 3 min followed by 30 cycles of 94 °C for 30 sec, 54 °C for 30 sec and 65 °C for 4 min. The final extension was at 65 °C for 10 min.

## Transformation

Five μL of the constructed plasmid cassette DNA was transformed into the wild type BY4741 and *vel1* knockout mutant (KanMX4 marker, BY4741 background) using the lithium acetate protocol with slight changes (<http://research.fhcrc.org/gottschling/en/protocols/yeast-protocols/transformation.html>)<sup>32</sup>. Briefly, an overnight YPD cultures of BY4741 was sub-cultured into 50 mL of pre-warmed YPD broth at a starting concentration of  $5 \times 10^6$  cells/mL. The culture was grown at 30 °C, 200 rpm for at least two rounds of cell division before harvesting at 4000 rpm for 5 min. Cells were then washed and resuspended in 100 mM lithium acetate (LiAc) to a final cell concentration of  $2 \times 10^9$  cells/mL in 500 μL. 50 μL of the cell suspension with LiAc aspirated was used for transformation. The transformation reagents were added in the following order to a total volume of 360 μL: 240 μL PEG (50% w/v), 36 μL 1 M LiAc, 25 μL of pre-boiled and chilled SS-DNA (4 mg/mL), no more than 36 μL plasmid DNA and sterile

distilled water. The cells and reagents were vortexed until mixed before incubation at 30 °C for 30 min and then heat-shocked for an additional 30 min at 42 °C. Transformed cells were pelleted by centrifugation at 7,000 rpm for 90 sec and incubated overnight at room temperature in SDB before mutant selection on SDA supplemented with nourseothricin (100 mg/L) at 30 °C for up to 5 days. Knockout mutants were confirmed with the following primers: KO\_yor387cA – 5' ttcggatctttcctaaacgg 3', KO\_yor387cC – 5' actcttgggcagacaccg 3', KO\_yor387cD – 5' tgacaagaaaaccatctgcg 3', NatB – 5' attcgtcgtccgattcgtc 3', NatC – 5' tacatgagcatgcctgc 3'.

#### **Analysis of knockout mutants using spot dilution assays**

Spot dilution assays were performed on synthetic complete (SC) media (1.71 g/L yeast nitrogen base (BD), 5g/L ammonium sulphate, 20 g/L glucose, 1.92 g/L SD-ura drop out (sigma), 76 mg/L uracil (sigma), 20 g/L agar). Overnight SC broth cultures of knockout mutants and BY4741 were grown at 30 °C, 180 rpm. Unless specified otherwise, cell concentrations were standardized at  $1 \times 10^6$  cells/mL with a haemocytometer and 1:10 dilutions were made, ranging from  $10^6$  to 10 cells/mL. Five  $\mu$ L aliquots were spotted onto plates supplemented with stressing agents at the following concentration ranges: AMB; 0.25 – 1  $\mu$ g/mL, fluconazole (FLC); 16 – 64  $\mu$ g/mL, calcofluor white (CW); 100 – 200  $\mu$ g/mL, SDS; 0.005 – 0.02  $\mu$ g/mL, NaCl; 1 M, NaNO<sub>2</sub>; 1 – 3 mM, H<sub>2</sub>O<sub>2</sub>; 1 – 3 mM, caffeine; 10 – 15 mM, 37 °C. Plates were left to dry and incubated at 30 °C, checking cell growth every day until the 5<sup>th</sup> day.

## Supplementary Results

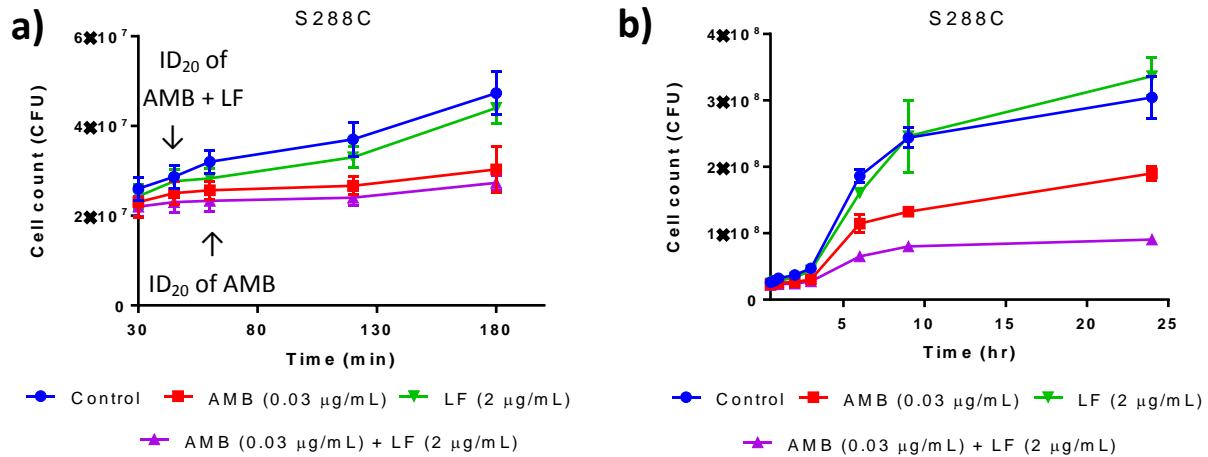

**Supplementary Figure S1: The effect of AMB-LF, AMB and LF on the growth of *S. cerevisiae*.** a) First 3 hours of treatment. The ID<sub>20</sub> is 50 minutes for AMB-LF treatment and 1 hour for AMB treatment. b) Growth curves extended for 24 hours. The growth in AMB and AMB-LF treatments indicate a fungistatic response. The LF at 2 µg/mL did not inhibit S288C growth throughout 24 hours of treatment. Data shown as mean +/- standard error of the mean (SEM).

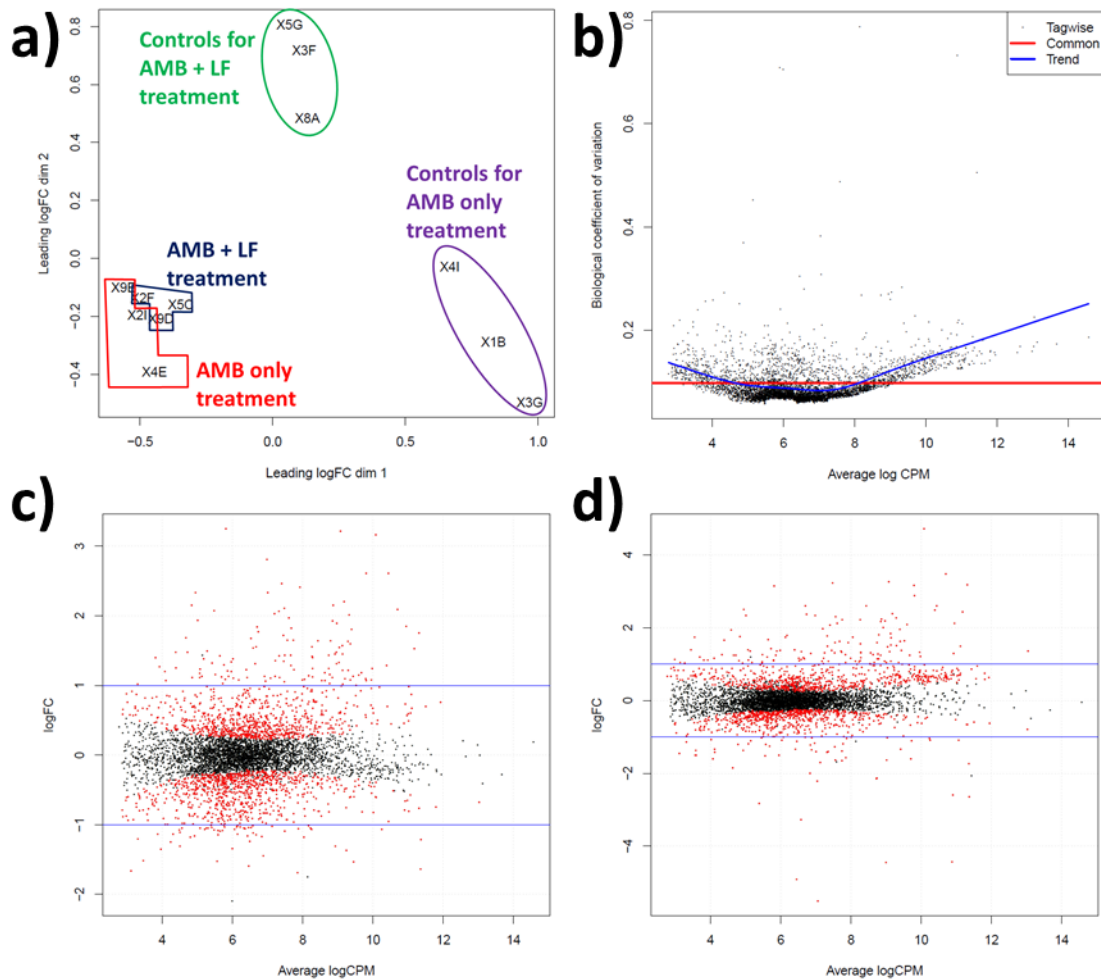

**Supplementary Figure S2: RNA-seq analyses of the AMB and AMB-LF treatments.** **a)** Multiple dimensional scaling (MDS) plot of the RNA-seq samples for the AMB and AMB-LF treatments and their matched controls. The gene expression profiles for the 12 samples were normalized with respect to library size using edgeR and visualized. Biological replicates have similar gene expression profiles and are grouped closer together. AMB and AMB-LF treatments have similar gene expression profiles, but the two control samples have greater differences. **b)** The plot of the biological coefficient of variation (y-axis) versus average log<sub>2</sub> counts per million (CPM; x-axis) for the RNA-samples shown in **a)**. The average biological coefficient of variation is 0.098. The red line represents the common dispersion for all genes, the blue line represents the trended dispersion, and each data point represents the tag-wise dispersion for each gene. The smear plots display the log<sub>2</sub>-fold change versus the average log<sub>2</sub> CPM value of each gene for **c)** the AMB treatment and **d)** the AMB-LF treatment. Differentially expressed genes are highlighted in red and the blue lines are drawn at two-fold increase or decrease in gene expression.

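Between the AMB-LF and AMB libraries 1 gene was increased and 17 decreased by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 386 genes at an unadjusted p under 0.05, and between the control for AMB-LF and the control for AMB 828 were increased and 906 decreased. The median absolute log2 fold change of all genes was 0.069 between the treated groups and 0.182 between the controls, and the groups did not overlap in 15.8% and 50.0% of the genes. Without any 1 of the treated libraries the treated groups differed in 0 increased and at most 2 decreased genes. Of the control differences 173 increased and 404 decreased genes were called without control for AMB replicate 1, and 479 increased genes without control for AMB-LF replicate 1. Scaling to library size only gave 1499 increased and 731 decreased genes between the controls, 67.2% increased in place of 47.8%, with a median over all genes of 0.137 in place of 0.034. The largest increases in the control for AMB-LF relative to the control for AMB were those of VEL1 (6.22), ZPS1 (5.50), YOR387C (5.07), ADH4 (4.22) and RTC4 (3.46), and the largest decreases those of DBP2 (-2.09), NSR1 (-1.98), GFD2 (-1.94), AAH1 (-1.73) and TOD6 (-1.69 log2 fold change), among genes whose groups did not overlap. ZPS1 was not called without control for AMB replicate 1 (5.19) or control for AMB-LF replicate 1 (5.55), nor TOD6 without control for AMB replicate 1 (-1.51). Between AMB-LF and AMB, ADR1 was increased (0.58) and STR3 (-0.96), YOR302W (-0.81), TSA2 (-0.73), ADH5 (-0.71) and TMT1 (-0.69) decreased the most, none of them called without AMB-LF replicate 1. In the difference between the responses the largest values, from 2.27 to 1.83, were those of DBP2, NSR1, DUR12, AAH1 and GFD2, and VEL1 (-5.84), YOR387C (-5.24), ADH4 (-4.13) and RTC4 (-2.96) had the lowest. None of these 9 was called without AMB-LF replicate 1 or without control for AMB replicate 1.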

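Fitted with all genes tested and the lane as a covariate, the 12 HiSeq libraries had a common biological coefficient of variation of 0.0979, and with the untreated libraries taken as 1 group 0.145.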

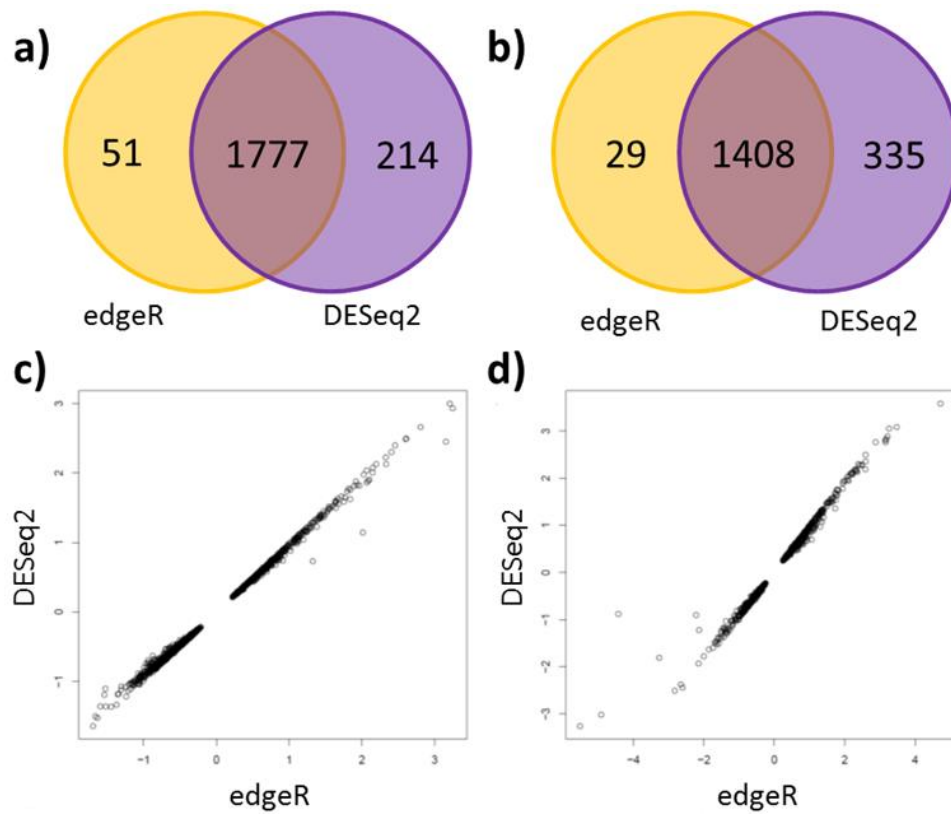

**Supplementary Figure S3: Comparison of differentially expressed genes called by the edgeR and DESeq2 RNA-Seq analysis tools.** Venn diagram comparing the number of differentially expressed genes called by edgeR and DESeq2 for the **a)** AMB and **b)** AMB-LF treatments. Scatter plots were used to compare the log<sub>2</sub> fold-change of the differentially expressed genes commonly identified by DESeq2 (y-axis) and edgeR (x-axis) for the **c)** AMB and **d)** AMB-LF treatments. Pearson correlation values of 0.998 and 0.985 were observed **c)** and **d)** respectively (p-values < 0.01). Both the Venn diagram and scatter plots suggest a high degree of concordance between edgeR and DESeq2, suggesting the RNA-seq data analysis is consistent between tools. EdgeR was more stringent for the analyses performed here as it consistently resulted in lower number of significant differentially expressed genes.

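With the quasi-likelihood test of edgeR and Benjamini-Hochberg adjustment 2024 genes were called under AMB, with DESeq2 1951, and with both 1897. Under AMB-LF the numbers were 1595, 1544 and 1460. The log2 fold changes of the genes called by both had a Pearson r of 0.999997 for AMB and 0.999995 for AMB-LF across genes, which are not independent replicates, and the same sign in every gene.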

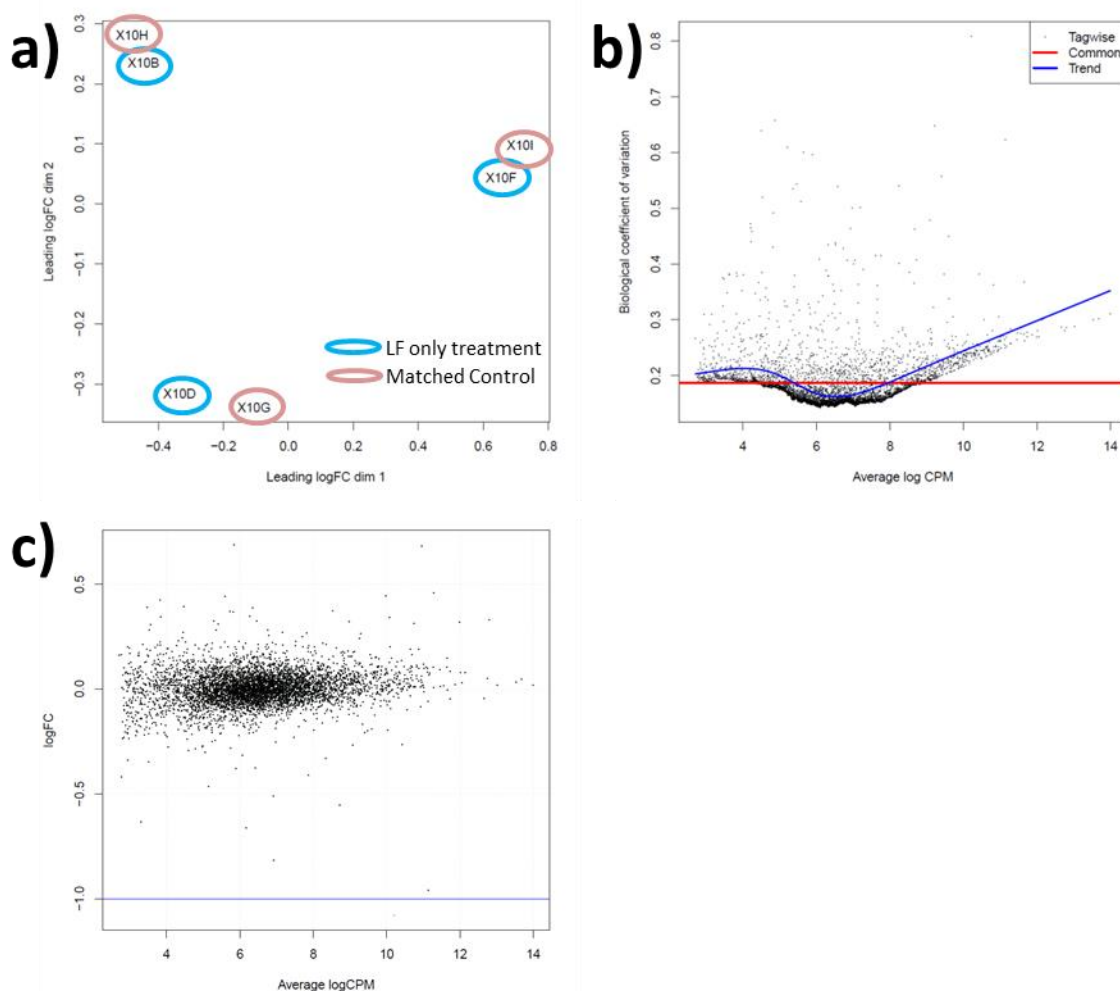

**Supplementary Figure S4: RNA-seq analyses of the LF-only treatment. a)** Multiple dimensional scaling (MDS) plot of the RNA-seq samples for the LF treatment and the corresponding matched controls. The gene expression profiles for the 6 samples were normalized with respect to library size using edgeR and visualized using MDS. The three clusters of samples represent three biological replicates performed on three different days. **b)** The biological coefficient of variation (y-axis) versus average log<sub>2</sub> CPM (x-axis) for the RNA-samples shown in **a)**. The average biological coefficient of variation is 0.187. The red line represents the common dispersion for all the genes, the blue line represents the trended dispersion, and each data point represents the tag-wise dispersion for each gene. **c)** The smear plot displays the log<sub>2</sub> fold-change versus the average log<sub>2</sub> CPM value of each gene for the LF-only treatment. The blue line is drawn at two-fold change decrease in gene expression but there were no differentially expressed up- or down-regulated genes.

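For the 6 NextSeq libraries the common biological coefficient of variation was 0.179, and 0.0557 with the replicate as a block.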

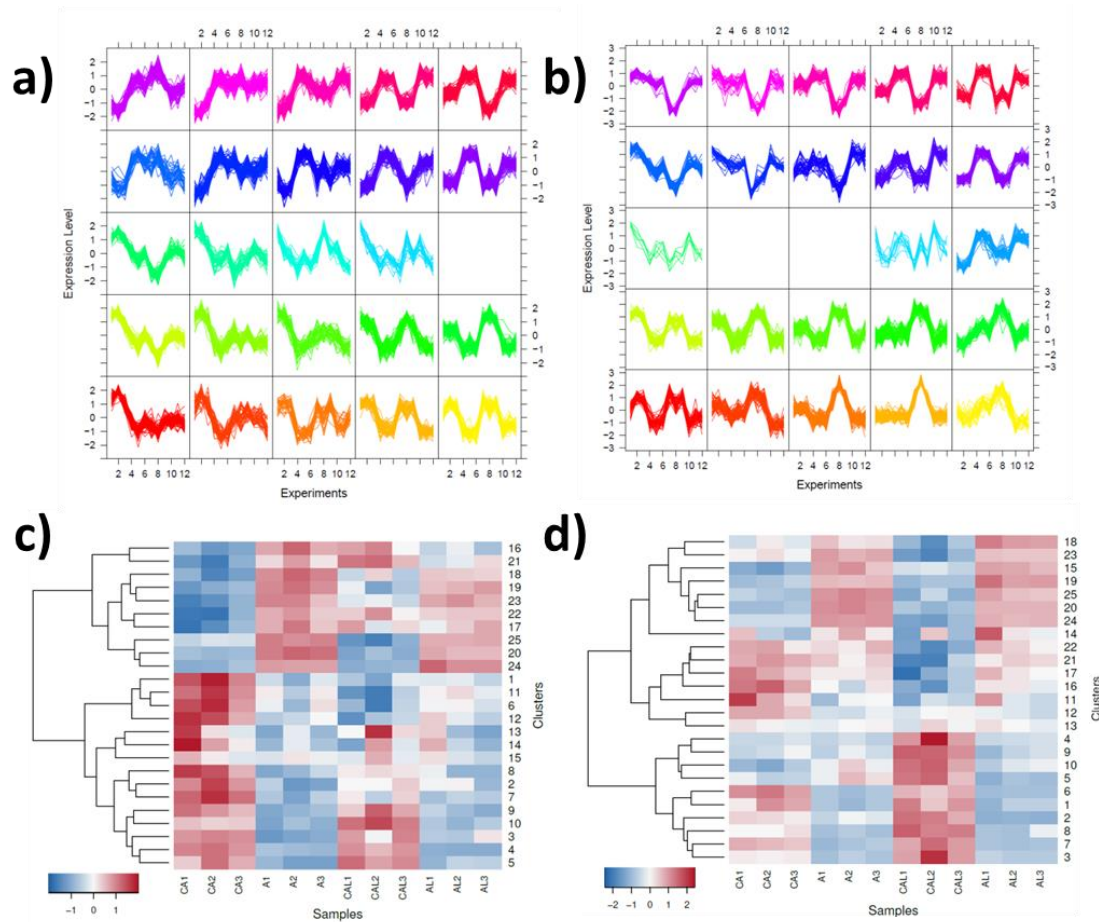

**Supplementary Figure S5: Self-organizing maps (SOMs) for the AMB and AMB-LF treatments.**

Complete SOMs for the **a)** AMB and **b)** AMB-LF treatments. Gene expression profiles (in  $\log_2$  rpkm) across the 12 samples for each gene were scaled to a mean of 0 and a standard deviation of 1, with respect to the mean and standard deviation values for each gene (Pareto scaling). In the SOM cluster, each differentially expressed gene is represented by a line and the y-axis represent the scaled gene expression across the 12 experimental samples along the x-axis. Each cluster in the 5 x 5 map represents a group of genes with similar gene expression profile. The 12 samples were arranged from left to right, starting with three matched controls for AMB treatment, three samples for AMB treatment, three control samples for the AMB-LF treatment, and three samples for the AMB-LF treatment. Heat maps of average gene expression for each SOM cluster for **c)** AMB and **d)** AMB-LF treatments. The color scale is shown at the bottom left of the panels; red represents increased gene expression and blue represents decreased gene expression. The y-axis represents the 25 clusters and the x-axis represents the 12 samples. The four treatment types are labelled in the x-axis with the biological triplicates numbered; A = AMB, AL = AMB-LF, CA = matched control for AMB treatment, CAL = matched control for AMB-LF. The dendrogram on the left divide the clusters into two large groups, which contains up- or down-regulated genes exclusively. **c)** For the AMB treatment, up-regulated genes were found in clusters 16-25, down-regulated genes were found in clusters 1-15. **d)** For the AMB-LF treatment, up-regulated genes were found in clusters 11-25, down-regulated genes were found in clusters 1-10.

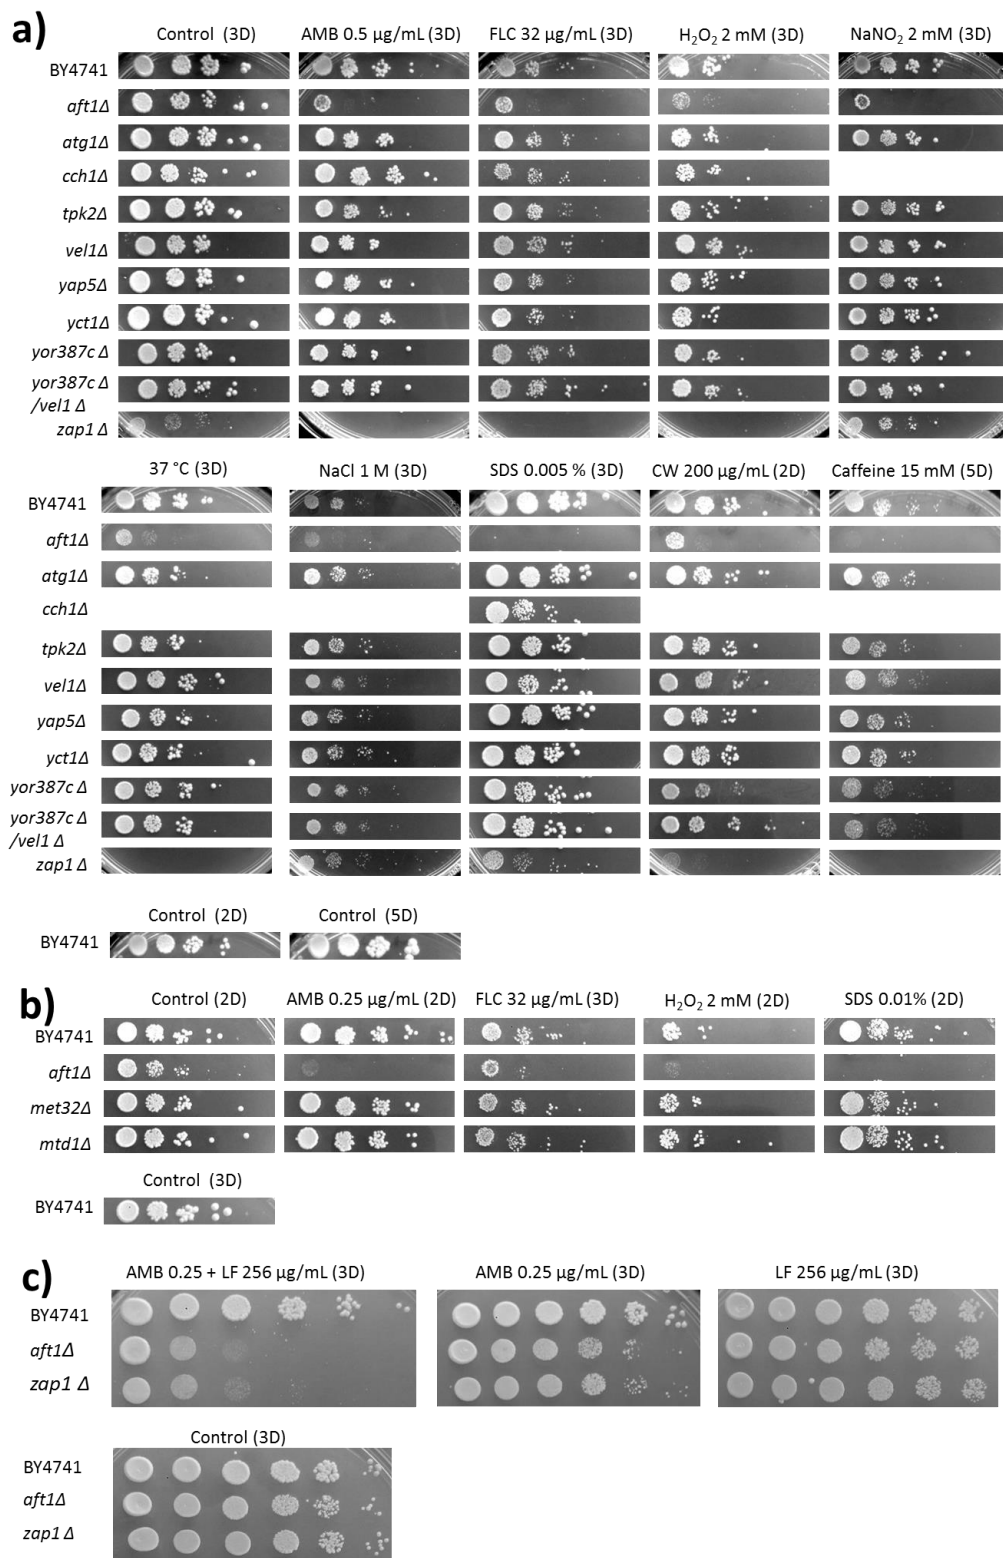

**Supplementary Figure S6: The *aft1Δ* and *zap1Δ* mutants showed increased susceptibility to multiple stressors.** The gene deletion mutants **a)** *aft1Δ*, *atg1Δ*, *cch1Δ*, *tpk2Δ*, *vel1Δ*, *yap5Δ*, *yct1Δ*, *yor387cΔ*, *vel1Δ/yor387cΔ* and *zap1Δ*, **b)** *aft1Δ*, *met32Δ*, *mtd1Δ*, were compared to the *S. cerevisiae* wild type (BY4741) background. Ten-fold serial dilutions of the strains were plated on synthetic complete agar plates from left to right starting at 10<sup>6</sup> cells/mL with different types of stressors. ‘D’ indicates the days of growth at 30 °C. Stressors tested include antifungal drugs (amphotericin B (AMB), fluconazole (FLC)), oxidative stress (H<sub>2</sub>O<sub>2</sub>), nitrosative stress (NaNO<sub>2</sub>), heat stress (37 °C) and cell wall stressing agents (NaCl, SDS, calcofluor white (CW) and caffeine). CW was tested at 200 μg/mL except for *vel1*, *yor387c* and *vel1/yor387c* where 300 μg/mL CW was used. In (a) *cch1* was tested later with only selected stressing agents. Only *aft1Δ* and *zap1Δ* mutants showed increased sensitivity to AMB and other types of stressors. These suggest Aft1p and Zap1p are important for resistance to AMB and oxidative stress. The *aft1Δ* strain had increased susceptibility to calcofluor white, NaCl, NaNO<sub>2</sub>, SDS and caffeine, and the *zap1Δ* strain was susceptible to all stressors except SDS, NaNO<sub>2</sub> and NaCl. These results indicate Aft1p and Zap1p are important in stress responses in general. **c)** The *aft1Δ* and *zap1Δ* mutants were further tested with AMB in combination with LF. Both *aft1Δ* and *zap1Δ* showed growth retardation in the presence of AMB-LF but not to the individual agents alone.

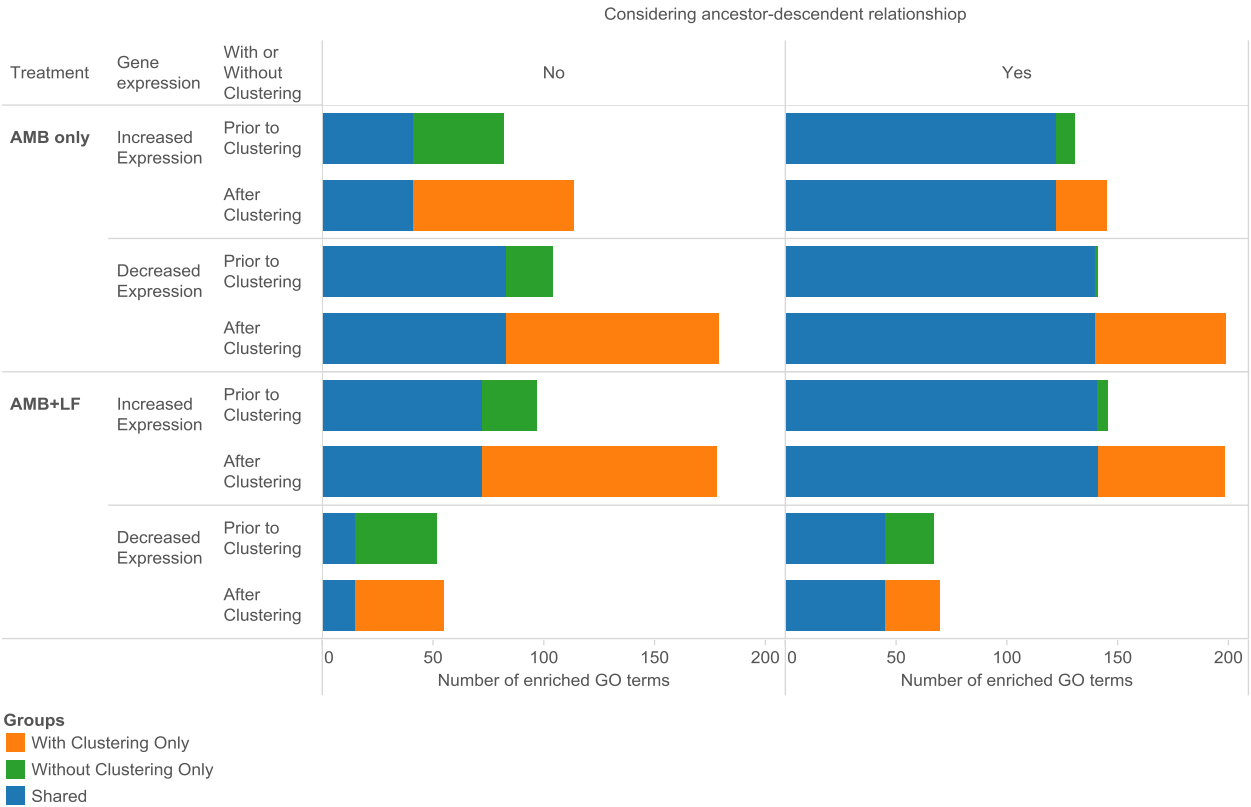

**Supplementary Figure S7: The numbers of enriched GO biological processes terms identified prior to and after SOM clustering.** Results were divided into groups based on the type of treatment, increased or decreased gene expression and whether clustering had been applied prior to GO term enrichment

(graph on the left hand side). The horizontal bars show the number of enriched GO terms identified prior to clustering analysis (green bar), after clustering analysis (orange bar) or shared by both analyses (blue bar). To demonstrate that the increased percentage is due to identification of GO terms unique to the clustering analysis, we reanalyzed the data and GO terms were considered to be unique only if related ancestor-descendent relationships were not identified prior to clustering (graph on right hand side). We consistently observed a higher number of enriched GO terms after clustering analysis.

**Supplementary Table S1: Design of experiments to analyze the transcriptomic profiles of *S. cerevisiae* treated with AMB, LF or AMB-LF.**

**Supplementary Table S2: List of Genes Involved in Apoptosis**

a) Name description from the Saccharomyces Genome Database.

b) Red indicates up-regulation and green indicates down-regulation of gene expression. More extreme levels of fold-changes have darker shades. Values represent fold-change in log base 2.

**Supplementary Table S3: List of Genes Involved in Oxidative Stress**

**C. Genes with similar fold-change in both treatments (n=23)**

- a) Name description from the Saccharomyces Genome Database.
- b) Red indicates up-regulation and green indicates down-regulation of gene expression. More extreme levels of fold-changes have darker shades. Values represent fold-change in log base 2.

**Supplementary Table S4: Transcription factors with an over-representation of target genes among clusters of co-expressed genes.**

**Supplementary Table S5: List of primers used to construct and confirm knockout mutants**

---

\*Primers designed in this project. Other sequences were obtained from Yeast Deletion Project <sup>29</sup>.

#Common sequences are in lower case.

**Supplementary Table S6: Genes associated with iron and zinc homeostasis and stress response pathways selected for gene-knockout experiments.**

a) Indicates that an orthologue of the *S. cerevisiae* gene was identified in the genome of cneo = *C. neoformans*, calb = *C. albicans*, calb = *C. glabrata* and afum = *A. fumigatus*

- **Supplementary Data S1: Significant differentially expressed genes for the AMB and AMB-LF treatments.**
- **Supplementary Data S2: Significant differentially expressed genes grouped into clusters using Self-Organizing Maps.**
- **Supplementary Data S3: Functional enrichment results for significant up- or down-regulated genes from AMB and AMB-LF treatments.**
- **Supplementary Data S4: Functional enrichment results for each cluster of genes from the Self-Organizing Maps.**

## References

1. Twine, N. A., Janitz, C., Wilkins, M. R. & Janitz, M. Sequencing of hippocampal and cerebellar transcriptomes provides new insights into the complexity of gene regulation in the human brain. *Neurosci. Lett.* **541**, 263–268 (2013).
2. Cox, M. P., Peterson, D. A. & Biggs, P. J. SolexaQA: At-a-glance quality assessment of Illumina second-generation sequencing data. *BMC Bioinformatics* **11**, 485 (2010).
3. Engel, S. R. *et al.* The Reference Genome Sequence of *Saccharomyces cerevisiae*: Then and Now. *G3* **4**, 389–398 (2014).
4. Langmead, B. & Salzberg, S. L. Fast gapped-read alignment with Bowtie 2. *Nat Methods* **9**, 357–359 (2012).
5. Kim, D. *et al.* TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol* **14**, R36 (2013).
6. Cherry, J. M. *et al.* *Saccharomyces* Genome Database: the genomics resource of budding yeast. *Nucleic Acids Res* **40**, D700-5 (2012).
7. Robinson, M. D., McCarthy, D. J. & Smyth, G. K. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **26**, 139–140 (2010).
8. Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550 (2014).

9. Wehrens, R. & Buydens, L. M. C. Self- and super-organising maps in R: the kohonen package. *J. Stat. Softw.* **21**, (2007).
10. Bindea, G. *et al.* ClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. *Bioinformatics* **25**, 1091–1093 (2009).
11. Falcon, S. & Gentleman, R. Using GOSTATS to test gene lists for GO term association. *Bioinformatics* **23**, 257–258 (2007).
12. Dudoit, S., Pollard, K. S. & van der Laan, M. J. in *Bioinformatics and Computational Biology Solutions Using R and Bioconductor* (eds. Gentleman, R. C., Carey, V. J., Huber, W., Irizarry, R. & Dudoit, S.) 251–272 (Springer - Statistics for Biology and Health Series, 2005).
13. Teixeira, M. C. *et al.* The YEASTRACT database: an upgraded information system for the analysis of gene and genomic transcription regulation in *Saccharomyces cerevisiae*. *Nucleic Acids Res.* **42**, D161-6 (2014).
14. Balakrishnan, R. *et al.* YeastMine—an integrated data warehouse for *Saccharomyces cerevisiae* data as a multipurpose tool-kit. *Database (Oxford)*. **2012**, bar062 (2012).
15. Mathelier, A. *et al.* JASPAR 2014: an extensively expanded and updated open-access database of transcription factor binding profiles. *Nucleic Acids Res.* **42**, D142–D147 (2014).
16. Gordân, R. *et al.* Curated collection of yeast transcription factor DNA binding specificity data reveals novel structural and gene regulatory insights. *Genome Biol.* **12**, R125 (2011).
17. Pang, C. N. I., Goel, A., Li, S. S. & Wilkins, M. R. A Multidimensional Matrix for Systems Biology Research and Its Application to Interaction Networks. *J. Proteome Res.* **11**, 5204–5220 (2012).
18. Philpott, C. C. & Protchenko, O. Response to iron deprivation in *Saccharomyces cerevisiae*. *Eukaryot. Cell* **7**, 20–27 (2008).
19. Wu, C.-Y. *et al.* Differential control of Zap1-regulated genes in response to zinc deficiency in *Saccharomyces cerevisiae*. *BMC Genomics* **9**, 370 (2008).

20. Eide, D. J. Homeostatic and adaptive responses to zinc deficiency in *Saccharomyces cerevisiae*. *J. Biol. Chem.* **284**, 18565–18568 (2009).
21. Shannon, P. *et al.* Cytoscape: a software environment for integrated models of biomolecular interaction networks. *Genome Res* **13**, 2498–2504 (2003).
22. Carmona-Gutierrez, D. *et al.* Apoptosis in yeast: triggers, pathways, subroutines. *Cell Death Differ* **17**, 763–773 (2010).
23. Belenky, P., Camacho, D. & Collins, J. J. Fungicidal Drugs Induce a Common Oxidative-Damage Cellular Death Pathway. *Cell Rep.* **3**, 350–358 (2013).
24. Fischer, S. *et al.* Using OrthoMCL to assign proteins to OrthoMCL-DB groups or to cluster proteomes into new ortholog groups. *Curr. Protoc. Bioinformatics* **Chapter 6**, Unit 6 12 1-19 (2011).
25. Camacho, C. *et al.* BLAST+: architecture and applications. *BMC Bioinformatics* **10**, 421 (2009).
26. Lee, A. Y. *et al.* Mapping the cellular response to small molecules using chemogenomic fitness signatures. *Science* **344**, 208–11 (2014).
27. Finn, R. D. *et al.* Pfam: the protein families database. *Nucleic Acids Res* **42**, D222-30 (2014).
28. Law, V. *et al.* DrugBank 4.0: shedding new light on drug metabolism. *Nucleic Acids Res* **42**, D1091-7 (2014).
29. Giaever, G. & Nislow, C. The yeast deletion collection: a decade of functional genomics. *Genetics* **197**, 451–465 (2014).
30. Kelly, D. E., Lamb, D. C. & Kelly, S. L. Genome-wide generation of yeast gene deletion strains. *Comp. Funct. Genomics* **2**, 236–242 (2001).
31. Janke, C. *et al.* A versatile toolbox for PCR-based tagging of yeast genes: new fluorescent proteins, more markers and promoter substitution cassettes. *Yeast* **21**, 947–962 (2004).
32. Gietz, R. D. & Woods, R. A. Transformation of yeast by lithium acetate/single-stranded carrier

DNA/polyethylene glycol method. *Methods Enzym.* **350**, 87–96 (2002).

How the deposited data were processed for this re-analysis (not part of the article)

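RNA-seq counts of 18 S. cerevisiae libraries in 6 groups of 3 biological replicates were used: AMB, AMB-LF and LF, each with its own untreated control. The first 2 treatments and their controls (12 libraries) were sequenced on the HiSeq2000 over 2 lanes, and LF and its control (6 libraries) on a NextSeq in 1 lane, and the platforms were analysed separately.

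The authors trimmed the HiSeq reads, mapped all reads to the R64 genome with TopHat and Bowtie, and counted those on coding sequences with HTSeq, on either strand and without ambiguous overlaps; the deposited values are raw counts per gene. The authors also deposited group averages, which are on the log2 CPM scale, and edgeR results per treatment, which hold log2 fold changes, p-values and FDR values, and a likelihood ratio score per gene. These deposited tables were used only for comparison with the values computed here. The count table names 6692 genes, of which 6008 matched the R64 annotation by systematic name; the 684 others hold 0.3% of the counts.

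HiSeq totals per library ranged from 6799569 to 9696467 counts and NextSeq totals from 23925944 to 30172836, and with 3 replicates per group the precision of each log2 fold change is given by its standard error, which is the absolute log2 fold change divided by the square root of the F statistic. No confidence intervals or limits for counts of 0 were needed, since no share of counts is reported for a single sample.

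Genes with at least 7 counts per 1 M (CPM) in at least 6 HiSeq or 3 NextSeq libraries were tested, which left 5456 and 5445 genes. The counts were scaled with TMM factors, which for the HiSeq libraries lay between 0.969 and 0.997 except in the control for AMB-LF (1.103, 1.051 and 1.02), and were fitted with edgeR 4.0.16 in R 4.3.3 by its quasi-likelihood test with Benjamini-Hochberg adjustment. All 12 HiSeq libraries were fitted together with the lane as a covariate, and the 6 NextSeq libraries without one. A gene was called at an adjusted p under 0.05. The comparisons were AMB and AMB-LF each against its control, the difference between these responses, AMB-LF against AMB, the control for AMB-LF against the control for AMB, and LF against its control. Ribosomal protein genes were tested as a set with camera and fry of limma 3.58.1 on log2 CPM weighted by voom, camera with a preset correlation of 0.01 or an estimated one. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.

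The alternatives were edgeR's likelihood ratio test, DESeq2 1.42.0, RLE factors, scaling to library size only, no filter on low counts, edgeR's filterByExpr, no lane term, the replicate number as a block, a fit to the 6 libraries of 1 comparison, each library left out in turn, the control labels of Supplementary Fig. S2a, and the 6 untreated HiSeq libraries pooled as 1 control. Added after seeing the data were a fit to the lane 1 libraries alone, counts thinned to the total of the smallest HiSeq library (6799569), a trend on GC content and coding length removed per library, a fit without the 50 genes with the most counts, and for LF the likelihood ratio test and DESeq2 with the replicate block. Where a group was left with 1 library, that library was assumed to vary like the other groups.

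Whether replicate numbers pair the libraries was checked by correlating, across genes, the deviations of same-numbered libraries from their group means. For LF, whose replicates Supplementary Fig. S4a assigns to different days, r was 0.88, 0.78 and 0.95, so the numbers pair these libraries. For AMB (-0.27, -0.51 and -0.28) and AMB-LF (-0.33, -0.11 and 0.04) the libraries share only a number.

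The genes given with full statistics were fixed by a rule: the regulators AFT1, AFT2, ZAP1, GRX4, FRA1 and YAP5, the gene with the largest change in each group of Table 1, the 5 genes with the largest increases and the 5 with the largest decreases per comparison among called genes whose groups did not overlap, and the largest change in each direction in Supplementary Tables S2 and S3. Other genes that the paper names are given as tallies and ranges, and some of them (SIT1, FET3, FRE1, FET4, FIT2, ISU1, TPK2, ADH1, ADH3, PHO84 and genes of Supplementary Table S6) with full statistics where a sentence rests on them, which was decided after their values were seen. The values of 1 gene are not reported here. The paper's tables give fold changes of many of these genes, so those values had been seen.

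The fits were tested on simulated data with the design, depth and spread of the deposited counts, in which 200 genes were changed by 0.5 to 3 on the log2 scale. The quasi-likelihood test recovered 95.5% of them for AMB, 87.5% for AMB-LF, 75.5% for the difference between the responses, 89.5% for AMB-LF against AMB, 87.5% for the controls and 74.5% for LF, simulated and fitted without the days of its replicates. Of its calls 5.9%, 7.4%, 7.9%, 4.8%, 2.8% and 3.2% were false in the same order, where 5% is the level set. For the likelihood ratio test the shares ran from 7.5% to 17% and for DESeq2 from 7.1% to 19.2%, each highest for LF. A simulated shift of 0.3 in a set of 100 genes was recovered as 0.3, and 0 of 100 unchanged sets had a camera p under 0.05. The simulated genes were drawn independently of each other. The check therefore cannot show how camera with the preset correlation performs on correlated genes, such as the ribosomal protein genes (estimated correlation 0.759 under AMB-LF). Coding sequences of the 219 genes named in the paper or by the rule were searched for 100-base windows found elsewhere in the genome's coding sequences, which 5 genes have: ADH1, GEX2, HPF1, HXT1 and TDH2.

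Growth curves, spot assays, GO and transcription factor enrichments and network drawings were not analysed here. They rest, at least in part, on measurements or annotations other than the deposited counts. The self-organizing maps, which the authors built from read counts, were not repeated here.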

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

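The comparisons, tests, filters and scalings were chosen before the data were examined, apart from some chosen only after the result was seen. These were the fits to lane 1 libraries alone and to thinned counts. They include the fits with the GC content and coding length trend removed and without the 50 most abundant genes. The tests of exchanged control libraries, of growth state and of Zap1p activity in the untreated cultures were also chosen then. The fit with the control labels of Supplementary Fig. S2a was itself planned, and only its use as a test of exchanged libraries came afterwards.

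The response to AMB-LF differed from the response to AMB in 957 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, a difference between groups that the paper describes by separate lists of called genes. In 95.1% of these genes the log2 fold change was larger between the untreated groups than between the treated groups, against 75.5% of all genes tested. Of the 957, 904 were called between the controls and 7 between AMB-LF and AMB, and the median absolute log2 fold change was 0.650 between the controls and 0.094 between the treated groups. A candidate explanation is therefore a difference between the control cultures, more than a difference between the treated ones. The sequencing lane is argued against as its cause, since in lane 1 libraries alone the control difference of these genes had a median ratio of 1.038 to that in all libraries and the same sign in 99.9% of them, though the control for AMB has only 1 library there. A difference in library size is argued against by 925 called genes in thinned counts, GC content and coding length by 1088 with their trend removed, and a few abundant genes by 927 without the 50 most abundant. Exchanged control groups, as Supplementary Fig. S2a labels them, cannot be told apart from correct labels by the 1091 genes called after the exchange, since the exchange mirrors the control difference by construction. Of 100 splits of the 12 libraries, the real one included, 3 gave as many genes. The other two, with 1446 and 1156 genes, keep the control groups together and exchange treated libraries, so chance cannot be excluded for the grouping of the treated libraries, and the controls alone have too few splits to exclude it. Among the drawn splits the 7 that keep the control groups together had a median of 684 genes, and the 92 others a median of 0. The controls also differ in duration (60 and 50 minutes), which goes with the groups and was not tested, and the difference was called in 0 genes without AMB-LF replicate 1 or without control for AMB replicate 1.

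Of ZAP1 and its targets in Fig. 3c,d, 15 genes responded differently, with ADH1 and ADH3 higher and 13 others lower under AMB-LF, while 0 of the 32 were called between AMB-LF and AMB. Among the 17 genes other than ADH1 and ADH3 that were called between the controls, 16 were higher in the control for AMB-LF, which is consistent with higher Zap1p activity in those untreated cultures as a candidate explanation. In the control for AMB-LF, VEL1 was at 227 to 945 CPM and ADH4 at 1017 to 3310 CPM, and in the 15 other libraries, those of the LF experiment included, at 4.75 to 16.8 and 74.7 to 177 CPM. ZAP1 itself was at 240.5 to 437 CPM there and at 30.0 to 221 CPM in the others. FET4, another gene of Fig. 3c,d, was at 351 to 465 CPM in the control for AMB-LF and at 117 to 184 CPM in the other HiSeq libraries. On the other platform, control for LF replicates 2 and 3 (380 and 355 CPM) and LF replicate 3 (358 CPM) reached its lowest value in the control for AMB-LF. Neither Zap1p activity itself nor zinc in the cultures was analysed here, so that activity stays a candidate and its cause was not tested. An exchange of the control labels stays open and would move the same difference from AMB-LF to AMB.

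The Aft1p iron uptake targets of Fig. 3a,b responded differently in 4 genes, ARN1, ARN2, FIT2 and FIT3, each lower under AMB-LF. All 4 were higher in the control for AMB-LF than in the control for AMB, and 0 were called between the treated groups, in line with the 95.1% found for all genes with differing responses. Unlike VEL1 and ADH4, ARN1 and FIT2 do not set the control for AMB-LF apart from all other libraries. They were at 117 to 203 and 411 to 1306 CPM there, and 10 and 11 of the 15 other libraries reached the lowest value. Those were AMB and AMB-LF libraries and libraries of the LF experiment, which was sequenced on another platform. The control for AMB did not reach it, at 78.9 to 90.5 CPM for ARN1 and 187 to 257 CPM for FIT2.

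The responses differed in 108 of the 133 cytoplasmic ribosomal protein genes, each higher under AMB-LF. Between the controls 131 were lower in the control for AMB-LF, and all 9 trehalose and glycogen genes of Supplementary Data S3 were higher there. These values are consistent with slower growth of the untreated cultures behind the control for AMB-LF, a hypothesis found and tested on the same libraries, and the growth of single cultures was not analysed here.

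Between the untreated control groups, which the legend of Supplementary Fig. S2a describes as further apart than the treated groups, without a list of genes, 1734 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 10 splits of these 6 libraries only the real one, 1 of 10, gave as many, and the largest other count was 0, but 10 splits cannot exclude chance. An exchange of libraries between the control groups cannot be told apart from correct labels by the untreated libraries of the LF experiment: their median absolute log2 difference was 0.293 to the control for AMB and 0.379 to the control for AMB-LF, and the platform differs. The ratio of 1.038 above covers the 957 genes with differing responses, 904 of which are among these 1734. It argues against the lane for those genes alone, since no such ratio was taken over the others. A difference in the growth of the cultures stays open as a hypothesis, and one in duration is untested.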

How the results depend on the processing

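The fits to lane 1 libraries alone, to thinned counts, with the GC content and coding length trend removed, without the 50 most abundant genes, and with the replicate block for LF under the likelihood ratio test and DESeq2 were chosen only after the results were seen.

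With edgeR's likelihood ratio test, DESeq2, RLE factors, no filter and filterByExpr, every count of called genes stayed within 1.5 times the value reported, except for AMB-LF against AMB, where 1 gene was increased and 17 decreased: the likelihood ratio test gave 6 and 49 and DESeq2 6 and 57. The cause was not tested. In thinned counts every count stayed within 1.5 times, and with the GC content and coding length trend removed the exception was that 0 genes were increased between AMB-LF and AMB. Without the 50 most abundant genes, 1 in place of 2 Aft1p targets was increased under AMB-LF; by construction, FET3 is among the genes removed.

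With scaling to library size only, the genes decreased under AMB-LF numbered 1296, those decreased between AMB-LF and AMB 10, and those increased in the control for AMB-LF against the control for AMB 1499. By construction this scaling leaves out the TMM factors, which differ most in the control for AMB-LF. Without the lane term, 699 genes had a lower response to AMB-LF than to AMB, 2 genes were increased between AMB-LF and AMB, and 7 in place of 3 apoptosis genes were increased under AMB-LF. In a fit to its 6 libraries alone, 5 in place of 3 Zap1p targets were decreased under AMB; such a fit exists only for AMB and AMB-LF. The cause was not tested.

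With the replicate number as a block for the HiSeq libraries, which share only a number (r between -0.51 and 0.04 across genes for same-numbered libraries), the genes decreased under AMB-LF numbered 476, the differing responses 1 higher and 5 lower, those between AMB-LF and AMB 0 increased and 2 decreased, and those increased between the controls 413. The block takes residual degrees of freedom by construction (5 in place of 7), and whether this alone lowers the counts was not tested. For LF, whose same-numbered libraries pair, the block called 0 genes with the quasi-likelihood test, 7 increased and 13 decreased with the likelihood ratio test, and 0 and 1 with DESeq2.

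In lane 1 libraries alone, with 7 of the 12 libraries and 1 library in 2 of the groups, the increased and decreased genes numbered 355 and 287 under AMB, 297 and 190 under AMB-LF, 4 and 0 for the difference between the responses, 0 and 0 between AMB-LF and AMB, and 112 and 423 between the controls. Increased Aft1p targets numbered 4 under AMB and 1 under AMB-LF, decreased Zap1p targets 0 and 8, increased apoptosis genes 3 and 1, and decreased oxidative stress genes 5 and 7. This setting holds fewer samples by construction.

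Against all 6 untreated libraries as 1 control, 619 genes were decreased under AMB and 411 under AMB-LF, 3 Aft1p targets and 6 apoptosis genes were increased under AMB, and 3 Zap1p targets and 11 oxidative stress genes were decreased under AMB-LF. The median of the ribosomal protein genes was 0.19 under AMB, reversed from -0.21, and 0.040 under AMB-LF, no longer past the threshold. Of the named genes ATG19 reversed under AMB, at -0.035. The pooled control mixes groups that differ, by construction, and its common biological coefficient of variation was 0.145 in place of 0.0979. It gives no value for the difference between the responses, for the treated groups or for the controls.

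With the control labels of Supplementary Fig. S2a, 716 genes had a lower response to AMB-LF than to AMB, of which 5 are shared with those called under the sample labels. Increased Aft1p targets numbered 3 under AMB and 8 under AMB-LF, decreased Zap1p targets 17 and 3, increased apoptosis genes 6 and 9, and decreased oxidative stress genes under AMB-LF 17. The median of the ribosomal protein genes was 0.68 under AMB and -0.27 under AMB-LF. Under AMB the log2 fold changes of ADD37 (-0.61), ADH1 (1.47), ADH3 (0.52), ATG19 (-0.35), ATG9 (-0.41), FIT2 (-0.14), LTV1 (0.53), MTD1 (0.38), NSR1 (0.38), TPK2 (-0.039), VEL1 (-5.86), YAP5 (-0.062), YOR387C (-4.75) and ZAP1 (-2.75) were reversed. Under AMB-LF those of ADD37 (0.34), ADH1 (-0.12), ADH3 (-0.24), ATG19 (0.15), ATG9 (0.083), CCH1 (-0.11), FIT2 (1.56), MTD1 (-0.49), RTC4 (0.19), SCO1 (0.41), STM1 (-0.19), TPK2 (0.40), VEL1 (0.74), YOR387C (0.15), ZAP1 (0.77) and ZRT3 (0.29) were reversed. For the difference between the responses, AAH1 (-1.45), ADH1 (-1.58), ADH3 (-0.76), ADH4 (4.31), DBP2 (-1.91), DUR12 (-0.56), FET4 (1.43), FIT2 (1.70), GFD2 (-2.05), NSR1 (-1.86), PHO84 (-0.92), RTC4 (3.96), TPK2 (0.44), VEL1 (6.60), YAP5 (0.20), YOR387C (4.90) and ZAP1 (3.52) were reversed. These reversals follow from the construction, since each treatment is then set against the other control. The exchange gives no value for the comparison of the controls, which is only mirrored, or for AMB-LF against AMB, which it leaves as it is.

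For the ribosomal protein genes under AMB, at a median of -0.214, fry and camera with an estimated correlation did not reach the threshold, and under AMB-LF, at 0.636, camera with an estimated correlation did not. With 1 library left out, the medians were -0.256 to -0.175 and 0.545 to 0.833.

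Leaving out each library in turn gave 553 to 987 increased and 421 to 964 decreased genes under AMB, lowest without control for AMB replicate 1. Under AMB-LF the ranges were 299 to 823 and 171 to 783, lowest without AMB-LF replicate 1, and the decreased genes numbered 549 without control for AMB-LF replicate 1. The differing responses ranged from 0 to 693 higher and 0 to 505 lower genes, and were 0 without AMB-LF replicate 1 and without control for AMB replicate 1. The lower ones numbered 269 without AMB replicate 2, 267 without AMB-LF replicate 2, 268 without control for AMB replicate 2, and 213, with 328 higher ones, without control for AMB-LF replicate 1. Between AMB-LF and AMB the ranges were 0 to 0 and 0 to 2, whichever treated library was left out. Between the controls they were 173 to 838 and 404 to 947, lowest without control for AMB replicate 1, with 479 increased genes without control for AMB-LF replicate 1. For LF they were 0 to 0 in both directions.

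Increased Aft1p targets ranged from 4 to 9 under AMB (4 without control for AMB replicate 1) and from 1 to 2 under AMB-LF (1 without AMB-LF replicate 1). Decreased Zap1p targets ranged from 1 to 3 under AMB (1 without control for AMB replicate 1) and from 5 to 16 under AMB-LF (5 without AMB-LF replicate 1). Increased apoptosis genes ranged from 2 to 15 under AMB (2 without control for AMB replicate 1) and from 0 to 4 under AMB-LF (0 without AMB-LF replicate 1 and 1 without AMB-LF replicate 3). Decreased oxidative stress genes ranged from 7 to 26 under AMB-LF (7 without AMB-LF replicate 1) and from 7 to 22 under AMB (7 without control for AMB replicate 1 and 14 without control for AMB replicate 2). AMB-LF replicate 1 and control for AMB replicate 1 are the only lane 1 libraries of their groups, so that by construction the lane effect then comes from the other groups alone. This lowers the precision of comparisons with these groups, and how much of the loss of calls it explains was not tested.

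Values of single named genes were compared over all these settings, those given above included. Of these values, 2380 stayed on the same side of the threshold and, where called, kept direction. A further 239 kept direction but were no longer called, and 37 kept direction and were called only under the alternative. Reversed were 48, each with a call in the main fit or under the alternative. Changes of sign without a call in either count among the 2380. Over the fits without 1 library, FIT2 under AMB-LF ranged from -0.94 to 0.020 and ZAP1 under AMB from -0.12 to 1.14. Depth limits the low counts: genes under 7 CPM in most libraries were not tested, 5456 of 6692 being kept for HiSeq, against 6430 with no filter, under which the calls for AMB numbered 994 and 1004.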

Differences from the paper's values

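The fits to lane 1 libraries alone, to thinned counts, with the GC content and coding length trend removed and without the 50 most abundant genes were chosen only after the values were seen.

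No value that the paper states in its text or tables differed from the one computed here beyond the replicate spread and the limit of 1.5 times. For the zinc genes decreased under AMB-LF, the paper names ZAP1 beside 16 of 32 genes. The 16 of 32 counted here include ZAP1 itself in both numbers. The calls of some genes in Supplementary Tables S2, S3 and S6 differ. The paper does not list DRE2 as called under AMB, and it was called here (log2 fold change 0.23, adjusted p = 0.039, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The alternatives with the paper's call are DESeq2, library size only, no filter, the replicate block and each of the 6 libraries left out in turn; the lane 1 libraries, chosen after seeing the values, also have it, but drop 62 of the paper's 84 calls for AMB.

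The paper calls RLI1, GPX2, LTV1 and RPL22A as increased under AMB-LF, and here their log2 fold changes were 0.31, 0.42, 0.67 and 0.64, none of them called (adjusted p = 0.052, 0.087, 0.077 and 0.0502, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RLI1 was called with the likelihood ratio test, DESeq2, RLE factors, no lane term, the 6 libraries alone and without control for AMB-LF replicate 3. GPX2 was called with the replicate block and without AMB-LF replicate 2. LTV1 was called with the likelihood ratio test, DESeq2, no lane term, the 6 libraries alone and without AMB-LF replicate 3, and RPL22A with these and RLE factors. Of the settings chosen after seeing the values, thinned counts and the fit without the 50 most abundant genes called RLI1 and drop 5 and 9 of the paper's 59 calls for AMB-LF, the removed GC content and coding length trend called GPX2 and RPL22A and drops 5, and the lane 1 libraries called RPL22A and drop 36.

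MTD1 is called as increased under AMB-LF in the paper and was at 0.39 here (adjusted p = 0.077, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); it was called with no lane term, with the 6 libraries alone and without control for AMB-LF replicate 3. ATX1 is called as decreased under AMB in the paper and was at -0.69 here (adjusted p = 0.060, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); it was called with the likelihood ratio test, with the replicate block and without control for AMB replicate 3, and with the GC content and coding length trend removed, which was chosen after seeing the values and drops 0 of the 84 calls.

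GAD1 and AIM45 are not called under AMB-LF in the paper and were decreased here, at -0.36 and -0.24 (adjusted p = 0.046 and 0.039, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GAD1 was not called with RLE factors, the replicate block, the 6 libraries alone, the pooled controls or the control labels of Supplementary Fig. S2a, nor without any AMB-LF library or control for AMB-LF replicate 1 or 2. AIM45 was not called with the replicate block, nor without any AMB-LF library or control for AMB-LF replicate 2 or 3. The lane 1 libraries, chosen after seeing the values, call neither and drop 36 of the 59 calls, and thinned counts, also chosen then, do not call AIM45 and drop 5.

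The paper states that edgeR gave fewer differentially expressed genes than DESeq2. Here edgeR's quasi-likelihood test called 2024 genes under AMB and 1595 under AMB-LF, and DESeq2 1951 and 1544. DESeq2 was fitted only to all 12 libraries with the lane term and the sample labels, so the settings named next set edgeR against a DESeq2 fit of another form. For AMB, edgeR called fewer genes than that fit with scaling to library size only (1907), with the replicate block (1634), with the pooled controls (1320), with the control labels of Supplementary Fig. S2a (1928), and without any 1 AMB library or control for AMB replicate 1 or 2 (974 to 1756). For AMB-LF it did so with the replicate block (1017), with the pooled controls (961), and without any 1 AMB-LF library or control for AMB-LF replicate 1 or 2 (470 to 1492). Of the settings chosen after seeing the values, the lane 1 libraries gave fewer for AMB (642) and AMB-LF (487) and drop 62 of the paper's 84 and 36 of its 59 calls, and thinned counts gave fewer for AMB-LF (1525) and drop 5 of the 59.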

Other observations

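The test of the LF columns in the authors' deposited tables was chosen only after the values were seen, as were the likelihood ratio test and DESeq2 with the replicate block.

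The authors' deposited fold changes for LF cover 5363 genes, with 877 increased and 820 decreased at an FDR under 0.05, where the paper reports none. Across genes, which are not independent replicates, they had a Pearson r of 0.998 with the AMB fold changes computed here and of 0.123 with the LF fold changes computed here. The deposited group means for LF and its control had an r of 1.0 with the means of AMB and its control. These values are consistent with columns that hold the AMB comparison under the name of LF, and they were not used for any other result. No biological explanation was tested.

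For AMB, AMB-LF, and AMB-LF against AMB, only the real split, 1 of 10 in each, gave as many called genes, and the largest count of any other split was 0. With 3 libraries against 3 there are 10 splits, so chance cannot be excluded by this count. For LF all 10 of 10 splits gave at least the 0 genes of the real one, and the largest count was 2. With the replicate block, all 4 of 4 splits that exchange libraries within days did so. The likelihood ratio test with the block called 20 genes in the real split and at most 10 in the others, with a median of 7, and chance cannot be excluded with 4 splits.

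Of the 2024 genes called under AMB 1288 were not called under AMB-LF, and 859 of the 1595 called under AMB-LF were not called under AMB.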
